# Inhibition of SIRT3 by a specific inhibitor induces cellular senescence and growth arrest of ovarian granulosa cell tumor via p53 and NF-κB axis

**DOI:** 10.3389/fphar.2025.1608156

**Published:** 2025-07-24

**Authors:** Jingxin Ma, Sailing Lin, Chuimian Zeng, Wenhao Wu, Qi Zhang, Guli Zhu, Qi Zhang, Qiongfang Fang, Lijun Fan, Shunichi Takeda, Xiaoyu Li, Xiushen Li, Yu Zhou, Xueqing Wu

**Keywords:** ovarian granulosa cell tumor, SIRT3 inhibitor, p53, NF-κB, senescence

## Abstract

**Objectives:**

Ovarian granulosa cell tumors (GCTs) are rare ovarian malignancies with limited therapeutic options, particularly in advanced stages. SIRT3, an NAD + -dependent deacetylase, is upregulated in GCTs and implicated in tumorigenesis, yet its functional role and underlying mechanisms remain poorly understood. This study aims to investigate the therapeutic efficacy of a novel SIRT3-specific inhibitor, 77-39, in GCTs by targeting SIRT3 and to elucidate the molecular mechanisms underlying its effects.

**Methods:**

This study investigated the effects of a SIRT3-specific inhibitor, 77-39, on GCT cell growth and explored its underlying mechanisms. Using human GCT cell lines KGN and COV434, we assessed the impact of 77–39 on cell viability and proliferation. RNA sequencing and gene set enrichment analyses were performed to elucidate the pathways affected by 77–39. Western blot assays were used to confirm the activation of specific signaling pathways. Additionally, SIRT3 was silenced or overexpressed to observe the corresponding effects on GCT cells. *In vivo* studies were conducted using xenograft tumor models to evaluate the efficacy and toxicity of 77–39 compared to cisplatin.

**Results:**

We demonstrated that 77–39 significantly suppressed cell viability and proliferation while inducing cellular senescence in human GCT cell lines KGN and COV434. RNA sequencing and gene set enrichment analyses revealed that 77–39 led to the activation of the p53 and NF-κB signaling pathways, which were confirmed by Western blot assay. Silencing SIRT3 recapitulated the effects of 77–39, while SIRT3 overexpression reversed these effects. Inhibition of p53 or NF-κB rescued GCT cells from 77-39-induced growth arrest and senescence. *In vivo* studies using xenograft tumor models showed that 77-39 effectively inhibited tumor growth without significant toxicity, contrasting with the higher toxicity of cisplatin.

**Conclusion:**

These findings suggest that 77–39 may serve as a novel therapeutic agent for GCTs by targeting SIRT3 and modulating the p53 and NF-κB pathways.

## 1 Introduction

Ovarian granulosa cell tumor (GCT), a major subtype of ovarian stromal tumors, derives from the sex cord-stromal cells and accounts for 2%–5% of all malignant ovarian neoplasms (Koukourakis et al., 2008; Leung et al., 2019). Unlike other types of ovarian carcinomas, GCTs can express estrogen, inhibin, and Mullerian inhibitory substance, which are also expressed by normal granulosa cells (GC) (Jamieson and Fuller, 2012; Leung et al., 2019). GCTs are commonly featured with slow and indolent disease progression and have a tendency for frequent, long delays to recurrence (Jamieson and Fuller, 2012; Kim et al., 2014). Based on the clinical manifestations and histological features, GCTs are classified into two subtypes, including juvenile granulosa cell tumors and adult granulosa cell tumors (Koukourakis et al., 2008). The C134W mutation of the FOXL2 gene has been identified in approximately 97% of adult-type GCTs. This mutation results in differential posttranslational modifications of FOXL2, contributing to the oncogenic development of GCT (Kim et al., 2014). Surgery is the main therapeutic strategy for GCT. While the disease progresses to the advanced stage, chemotherapy is the preferred choice of treatment (Koukourakis et al., 2008).

SIRT3 (sirtuin-3), an NAD^+^-dependent deacetylase, is a member of the sirtuin family residing in mitochondria and acting as a key regulator of metabolic reprogramming, DNA damage repair, and cell death in normal and tumor cells (Zhang et al., 2024). SIRT3 has been reported to play different roles in different cancer types. In epithelial ovarian cancer, SIRT3 prevents mitochondrial superoxide surges to promote cell survival by increasing the activity of the manganese superoxide dismutase (SOD2) in detached cancer cells during the metastatic process (Kim et al., 2020). Li et al. revealed that SIRT3 protects glioblastoma from ferroptosis by regulating SLC7A11 (a critical antagonist of ferroptosis) transcription through ATF4 (Li et al., 2024). However, SIRT3 serves as a tumor suppressor in certain types of cancer. In prostate cancer, SIRT3 inhibits epithelial-mesenchymal transition (EMT) and migration through attenuating the Wnt/β-catenin pathway to promote FOXO3A expression (Li et al., 2018). SIRT3 is underexpressed in hepatocellular carcinoma (HCC) and can delactylate lysine 348 lactylation of CCNE2 to prohibit HCC growth (Jin et al., 2023). This finding reveals a novel function of SIRT3 as a delactylase.

A previous study indicated that SIRT3 is highly expressed in GCT samples, and the intensity of SIRT3 staining in a GCT tissue microarray is positively correlated with the level of Ki67 (a marker of cell proliferation), which implies SIRT3 may regulate GCT growth (Schmid et al., 2021). Recently, Zhou et al. screened a selective small molecule inhibitor of SIRT3, 77-39, which displays the highest affinity for SIRT3 among several candidates (Zhou et al., 2018). The compound 77-39 is part of a bivalent binder system, where two small molecules (77 and 39) cooperatively bind to SIRT3 with a Kd of 2.14 μM. Individual components alone showed weak binding, emphasizing the importance of the bivalent system. Computational studies suggested that 77–39 binds to the cofactor-binding site of SIRT3, blocking its activity. This selective and cooperative binding mechanism makes 77-39 a potent and specific inhibitor of SIRT3 (Zhou et al., 2018). At present, researchers have not investigated targeting SIRT3 for GCT treatment. Herein, we aim to evaluate the biological effect of 77–39 on GCT cells and provide a novel approach for GCT therapy.

## 2 Materials and methods

### 2.1 Cell lines and culture

The human normal ovarian epithelial cell line IOSE-80 and human GCT-derived cell lines KGN and COV434 were used for investigation in this study. The KGN cells are derived from an adult-type GCT. The COV434 cells are derived from a juvenile-type GCT (Jamieson and Fuller, 2012). All cell lines were purchased from Shanghai iCell Bioscience Inc and cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, USA) supplemented with 10% fetal bovine serum (FBS) (Gibco), 1% penicillin (Gibco), and 1% streptomycin (Gibco), at 37°C in a 5% CO_2_ humidified atmosphere.

### 2.2 Inhibitors and antibodies

The SIRT3 selective inhibitor 77-39 was provided by Professor Xiaoyu Li (The University of Hong Kong, China). The p53 inhibitor PFTα (S2929) and NF-κB inhibitor BAY 11-7082 (S2913) were purchased from Selleck (USA). Anti-p-IKKα/β (2697), anti-p65 (8242), anti-p-p65 (3033), anti-IκBα (4812), anti-p-IκBα (2859), anti-p53 (2524), anti-p21 (2947), anti-p18 (2896), anti-p16 (18769), anti-β-actin (4970), anti-mouse secondary antibody (7076) and anti-rabbit secondary antibody (7074) were purchased from Cell Signaling Technology (USA). Anti-IKKα/β (PA5-105292) antibody was purchased from Invitrogen (USA). Anti-ac-p53 (HW137) antibody was purchased from Signalway (China). Anti-SIRT3 (ab217319) antibody was from Abcam (USA).

### 2.3 SIRT3 overexpression and knockdown

SiRNA targeting SIRT3 (siSIRT3) and siRNA control (siNC) were synthesized by GenePharma Co., Ltd. (China). The indicated siRNA was transfected into KGN and COV434 cells using the RNAiMAX transfection reagent (Invitrogen). 

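The target strand of this siRNA, without its 3′ TT overhang, has 19 bases. Searched in the SIRT3 transcripts of release 29 of GENCODE, CCAGCAUGAAAUACAUUUA occurs at 1 position of SIRT3 (ENSG00000142082), which lies on the minus strand of chromosome 11 of GRCh38 from 215458 to 236931. The site spans bases 216153 to 216171 and falls in the 3′ UTR, so it lies outside the coding sequence. Of the 16 annotated SIRT3 transcripts, 8 are annotated as protein coding. The site is in 2 of the 16, SIRT3-201, where it begins at base 1830 in exon 7 of 7, and SIRT3-211, a transcript annotated for nonsense-mediated decay, where it begins at base 2601 in exon 5 of 5. The reference sequence around the site, read along the gene, is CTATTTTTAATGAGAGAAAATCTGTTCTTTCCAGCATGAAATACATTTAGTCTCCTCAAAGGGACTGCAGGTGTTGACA.

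**Figure D1:**
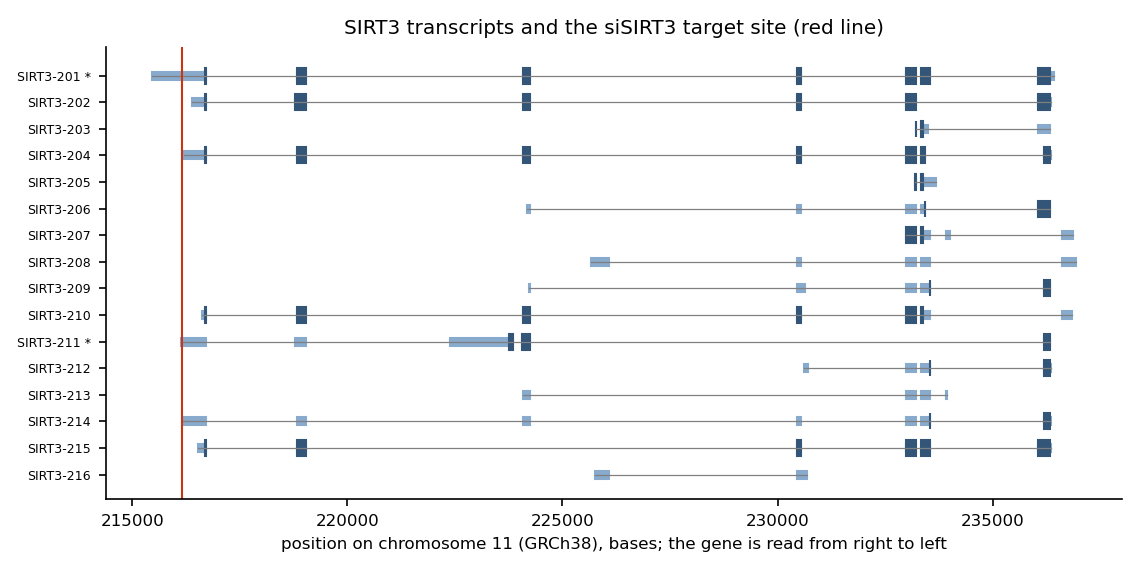
Map of the 16 annotated SIRT3 transcripts along chromosome 11, with position in bases on the horizontal axis. Thick dark boxes are coding exons, thin light boxes are untranslated or noncoding exons, the red line is the siSIRT3 site, and an asterisk marks the 2 transcripts that contain it.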

The siSIRT3 sequence was listed as follows: 5′-CCA​GCA​UGA​AAU​ACA​UUU​ATT-3’. The SIRT3 overexpression plasmid was synthesized by and purchased from GenePharma Co., Ltd. The plasmid was transfected into KGN and COV434 cells using the Lipofectamine 3000 transfection reagent (Invitrogen) according to the manufacturer’s instructions.

### 2.4 Western blot (WB) analysis

The KGN and COV434 cells were treated with the indicated treatments. Then, cells were lysed using RIPA buffer (Beyotime, China) containing phenylmethylsulfonyl fluoride (PMSF) and phosphatase inhibitor cocktail (Sigma-Aldrich, USA). The protein concentration of samples was quantified using a BCA Protein Assay Kit (Beyotime). Proteins were separated by 8%–12% sodium dodecyl sulfate-polyacrylamide (SDS-PAGE) gel electrophoresis and subsequently transferred to polyvinylidene fluoride (PVDF) membrane. After being blocked with 5% Skim milk, the membrane was incubated with primary antibodies at 4°C overnight. The membrane was then incubated with horseradish peroxidase (HRP)-conjugated secondary antibody at room temperature for 2 h. Finally, we used Clarity Western ECL Substrate (Bio-rad, USA) for imaging. The uncropped blots are available in the Supplementary Material.

### 2.5 Senescence-associated (SA) β-gal staining

Cell senescence was assessed by the detection of SA-β-gal activity using a senescence β-galactosidase staining kit (Beyotime). The cells were first fixed with the fixative solution at room temperature for 15 min. Then the cells were stained with the staining buffer at 37°C overnight. The stained cells were photographed and counted randomly from 4 to 9 fields per well under a microscope.

### 2.6 Colony formation assay

A total number of 300 KGN or 500 COV434 cells were seeded into a six-well plate. Indicated concentrations of SIRT3 inhibitor 77-39 were added to the medium. The cells were allowed to grow for 2 weeks. When the colonies were visible, cells were fixed with 4% paraformaldehyde, stained with 0.1% crystal violet, and photographed.

### 2.7 5-ethynyl-2′-deoxyuridine (EdU) assay

DNA synthesis was assessed by EdU assay using an EdU cell proliferation kit (Beyotime) according to the manufacturer’s instructions. As previously described (Zeng et al., 2024a), after treatment with 77–39, cells were incubated with the EdU staining buffer for 2.5 h and then fixed with 4% paraformaldehyde. Subsequently, the cell nuclei were stained with Hoechst and photographed under a fluorescence microscope.

### 2.8 Cell counting Kit-8 (CCK8) assay

Cell viability was evaluated by CCK8 assay. Briefly, cells were seeded at a density of 3000 cells per well in 96-well plates. Then, cells were treated with the indicated concentrations of 77–39 for 24 h. A volume of 10 μL CCK8 solution (Beyotime) was added to 100 μL culture medium and incubated with cells at 37°C for 1 h. The optical density (OD) at 450 nm was measured using a microplate reader.

### 2.9 Quantitative real-time PCR (qPCR)

TRIzol reagent (Invitrogen) was used to extract total RNA of cells, followed by the synthesis of complementary DNA (cDNA) using a PrimeScript RT reagent Kit (Takara, Japan). qPCR was performed using a TB Green Premix Ex Taq Kit (Takara) on a CFX96 real-time system (Bio-rad, USA). GAPDH was used as a reference control for normalization. The primer sequences were listed as follows: IL6 forward: 5′-AGA​CAG​CCA​CTC​ACC​TCT​TCA​G-3′ and reverse: 5′-TTC​TGC​CAG​TGC​CTC​TTT​GCT​G-3’; IL-1B forward: 5′-CCA​CAG​ACC​TTC​CAG​GAG​AAT​G-3′ and reverse: 5′-GTG​CAG​TTC​AGT​GAT​CGT​ACA​GG-3’; CXCL2 forward: 5′-GGC​AGA​AAG​CTT​GTC​TCA​ACC​C-3′ and reverse: 5′-CTC​CTT​CAG​GAA​CAG​CCA​CCA​A-3’; GAPDH forward: 5′-GGG​AAA​CTG​TGG​CGT​GAT-3′ and reverse: 5′-GAG​TGG​GTG​TCG​CTG​TTG​A-3’.

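Searched in the annotated transcripts of its own gene, each of these primers matched at 1 position. The IL6 pair bounds 132 bases of the spliced transcript, within the coding sequence, and 1190 bases of chromosome 7 from 22727554 to 22728743, because an intron lies between the primers. The IL1B pair bounds 131 bases of the protein-coding transcripts IL1B-201, IL1B-203 and IL1B-204, and 388 bases in the noncoding transcript IL1B-207. The protein-coding transcript IL1B-202 holds the forward primer only. On chromosome 2 the pair bounds 678 bases, from 112832754 to 112833431. For CXCL2, the product of 127 bases reaches from the coding sequence into the 3′ UTR and spans 956 bases of chromosome 4, from 74097712 to 74098667. The GAPDH product of 299 bases lies within a single exon, on chromosome 12 from 6537635 to 6537933, so the same length would be amplified from genomic DNA.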

### 2.10 Co-immunoprecipitation (co-IP)

KGN and COV434 cells seeded in 10 cm culture dishes were lysed using IP lysis buffer (Beyotime, China) with protease inhibitors. Primary antibody was added to and incubated with the cleared lysate at 4°C overnight with gentle rotation. Then protein A/G beads (Invitrogen, USA) were added to and incubated with the lysate-antibody mixture at 4°C for 2 h with gentle rotation, followed by washing 3-4 times. The immunoprecipitate was eluted with the addition of elution buffer. The immunoprecipitated proteins were subsequently subjected to WB analysis.

### 2.11 RNA sequencing

Transcriptome sequencing and differential expression analysis were performed by Novogene Inc. (Tianjin, China). As previously reported (Zeng et al., 2024b), the total RNA of 77–39 treated and non-treated KGN or Cov434 cells was extracted with TRIzol reagent. Total amounts and integrity of RNA were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, USA). When the libraries were constructed and qualified, they were subsequently subjected to RNA sequencing with Illumina NovaSeq 6000.

### 2.12 Gene set enrichment analysis (GSEA)

GSEA was performed using GSEA software (https://www.gsea-msigdb.org/gsea/index.jsp) as previously described (Zeng et al., 2024a). The RNA sequencing expression profiles of 77–39 non-treated group and treated group were imported into the GSEA software. When the false discovery rate (FDR) was <0.25 and the nominal p-value was <0.05, the enriched gene sets were considered statistically significant.

### 2.13 Animal experiments

Four-week-old female BALB/c nude mice (six mice per group) were purchased from Charles River Laboratories and maintained under specific pathogen-free conditions. KGN cells (1 × 10^6^ cells in the mixture of 0.1 mL PBS and 0.1 mL Matrigel (Corning, USA) per mouse) were injected subcutaneously into the right dorsal flank (designated as day 1). Fourteen days after injection, mice were randomly assigned to 5 groups (6 mice per group). 77-39 was dissolved in normal saline. One hundred microliters of indicated concentrations of 77–39 were administered by gavage every day. Cisplatin (CDDP) was injected intraperitoneally into mice every other day. Tumor volume was measured every other day, and tumor volume was calculated as volume (mm^3^) = length × width^2^. Mice were euthanized on day 31. Tumors were isolated and harvested from indicated mice and subsequently were fixed, embedded with paraffin, and examined by hematoxylin and eosin (H&E), SA-β-gal, and immunohistochemical (IHC) staining. All experimental procedures and protocols were reviewed and approved by Shenzhen TopBiotech Co., Ltd. Animal Center (Shenzhen, China). The H-score scoring system was employed to assess the differences in IHC staining, with the scoring formula defined as H-score = ∑ (percentage of positive cells × intensity). The percentage of positive cells was expressed as a fraction of 100 (e.g., 20% = 20). The intensity of staining was graded on a scale from 0 to 3, with 0 representing no staining, 1 representing weak staining, 2 representing moderate staining, and 3 representing strong staining.

### 2.14 Statistical analysis

Data shown in this study were representative of the statistics [mean value ±standard deviation (SD)] of the results from at least three independent experiments. The students’ two-tailed t-test was used for all statistical analyses, with the level of significance set at (***) p < 0.005, (**) p < 0.01, and (*) p < 0.05. All the statistical analyses were conducted by GraphPad Prism 7 software.

## 3 Results

### 3.1 Inhibition of SIRT3 by 77–39 suppresses GCT cell growth and induces cellular senescence

The chemical structural formula of 77–39 is shown in Figure 1A. To evaluate the effect of 77–39 on GCT cells, we first examined the cell viability of normal ovarian epithelial cell line IOSE-80 and two GCT cell lines KGN and CO434 with the treatment of indicated 77-39 concentration. The results showed that 77–39 significantly suppressed the viability of KGN and COV434 cells in a concentration-dependent manner, while it did not inhibit the normal cell line IOSE-80 as effectively (Figure 1B). We further performed EdU assay and colony formation assay to assess the impact of 77–39 on GCT cell proliferation. As shown in Figures 1C,D, the proportion of EdU-positive cells and the number of colonies were significantly higher in the control group, which were remarkably reduced in a concentration-dependent manner in the presence of 77–39, indicating that 77-39 inhibited the proliferative activity of GCT cells. As SIRT3 is a protein related to aging and senescence (Zhou et al., 2022), we then tested whether 77-39 induces GCT senescence. By SA-β-gal staining assay, we found that 77–39 significantly induced cellular senescence compared with the control group (Figure 1E). Cellular senescence results in the secretion of a wide range of cytokines, chemokines, growth factors, and proteases/inhibitors, collectively known as the senescence-associated secretory phenotype (SASP) (Lasry and Ben-Neriah, 2015). We detected several SASP-associated proteins, such as IL-6, IL-1B, and CXCL2, by qPCR. As expected, treatment with 77-39 significantly elevated the mRNA expression levels of all cytokines (Figure 1F). In summary, the results demonstrate that 77-39 inhibits GCT cell growth by inducing senescence.

**FIGURE 1:**
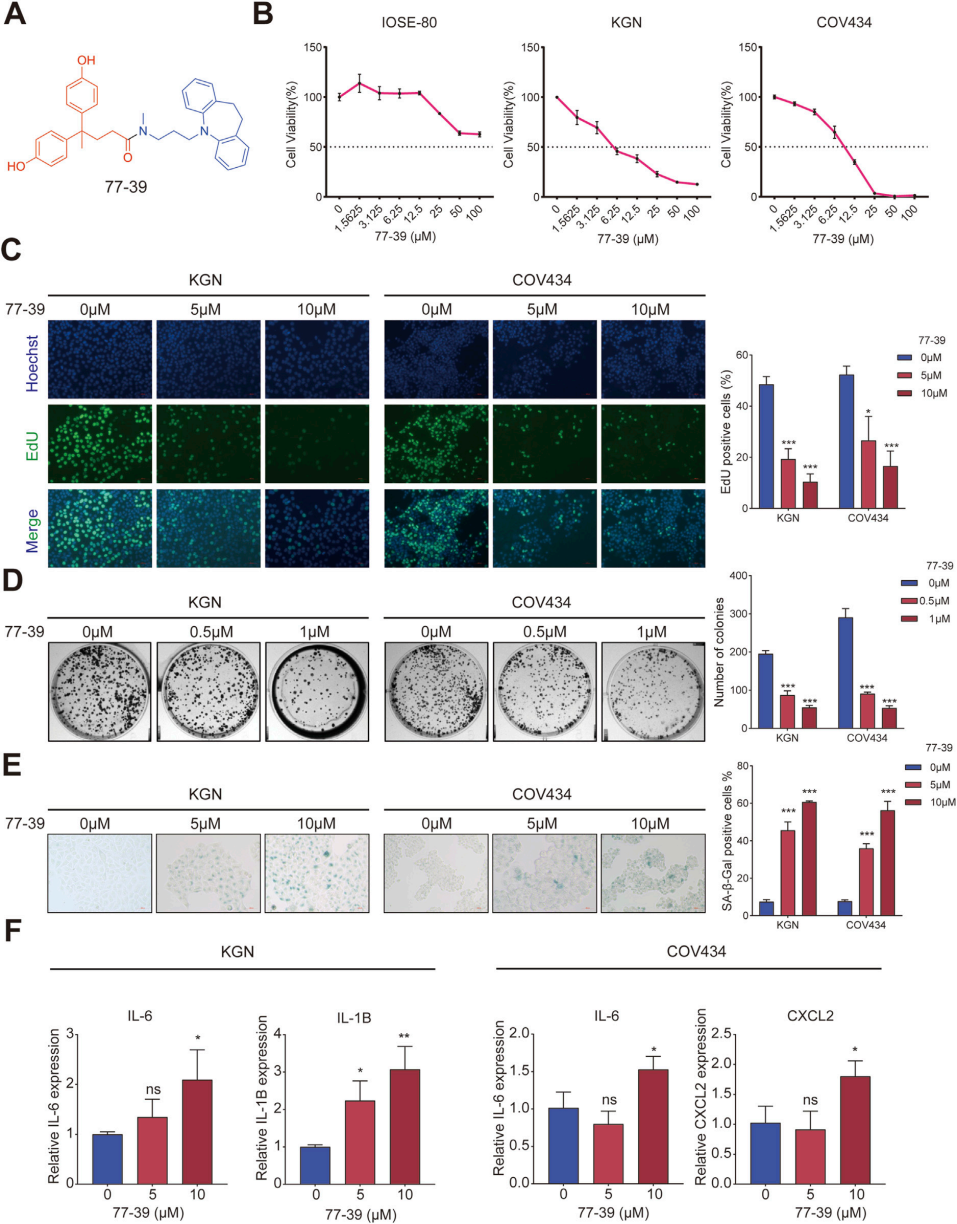
77–39 suppresses GCT cell growth and induces cellular senescence. **(A)** Chemical structure of 77–39. **(B)** CCK8 assay was used to evaluate the effects of 77–39 on the cell viability of IOSE-80, KGN, and COV434. **(C,D)** EdU assay and colony formation assay were used to evaluate the effects of 77–39 on the proliferative activity of KGN and COV434. **(E)** SA-β-gal staining was used to evaluate the effects of 77–39 on the cellular senescence of KGN and COV434. **(F)** qPCR experiment was performed to examine the changes in mRNA expression levels of IL-6, IL-1B, and CXCL2 after treatment with the indicated concentrations of compound 77-39.

### 3.2 77–39 exerts its function through the p53 and NF-κB signaling pathways

To elucidate the potential mechanisms by which 77-39 inhibits the proliferation of GCT cells, we performed RNA sequencing on KGN and COV434 cells treated with or without 77-39. 

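RNA of KGN cells, a line from an adult-type GCT, and COV434 cells, from a juvenile-type GCT according to the paper, was sequenced in 12 libraries, 3 of untreated and 3 of 77-39 treated cells for each cell line. The labels of the treated libraries give 72 h and 10 um/ml of 77-39, a unit that does not say whether µM or µg/mL was meant. The same dose text stands on the labels of the untreated libraries, which are taken as untreated from their titles. The authors deposited FPKM, the number of fragments on a gene divided by its length and by the size of the library, for 58735 genes, whose coordinates are those of the GENCODE annotation. Multiplied by gene length, the FPKM of each library fell on whole reads in 100% of its genes above 0, with a tolerance of 0.05. These products gave back the reads counted on genes. There were between 15547851 and 18280415 of them per library. The median was 16803402 for untreated and 16090734 for treated libraries labelled KGN, and 17738113 for untreated and 17133281 for treated libraries labelled COV434. The total by which the authors divided was 1.073 to 1.103 times these reads in the libraries labelled KGN and 0.911 to 0.978 times in those labelled COV434. For a gene of 1 kb, the 3 reads that a count of 0 allows amount to 0.152 to 0.2 FPKM, which covers counting error only. Treated and untreated libraries were compared within each cell line by limma on log2(FPKM + 1), over genes with a mean of at least 1 FPKM. The libraries are named here by their labels. FOXL2 (ENSG00000183770, chromosome 3, 138944224 to 138947140), whose mutation the paper ties to adult-type GCT, had 2 reads in all 6 libraries labelled KGN together. In the libraries labelled COV434, its FPKM was 12.4 ± 0.786 (SD, n = 3) without and 13.5 ± 0.403 (SD, n = 3) with 77-39.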

As summarized in Figure 2A, following treatment of 77–39, 2898 genes were significantly upregulated while 3067 genes were significantly downregulated in COV434 cells, 633 genes were significantly upregulated while 640 genes were significantly downregulated in KGN cells. 

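With DEGs taken at an unadjusted p-value under 0.05 in limma's two-sided test, as in the legend of Figure 2, 3007 genes were upregulated and 2736 downregulated among the 12671 genes tested in the libraries labelled KGN. After Benjamini-Hochberg adjustment, 4307 genes had an adjusted p-value under 0.05, of which 2230 were upregulated and 2077 downregulated. Among the 12060 genes tested in the libraries labelled COV434, 424 were upregulated and 541 downregulated, and 5 genes had an adjusted p-value under 0.05, 1 upregulated and 4 downregulated. The alternative that moved the numbers of KGN most was a fit of all 12 libraries with a shared spread, which gave 1420 upregulated and 1422 downregulated genes, and 988 and 1190 for COV434. For COV434, removal of the trend with GC content together with the library number as a block, chosen after the data had been seen, gave 1135 and 1068. Without the untreated library 3, the downregulated genes of COV434 numbered 304, and without the treated library 2 they numbered 342. In the same-numbered treated and untreated libraries labelled COV434, genes deviated from their group means together (correlations across genes of 0.4, 0.474 and 0.166, where genes are not independent replicates). With the library number as a block, 826 genes were upregulated and 913 downregulated there, and 87 had an adjusted p-value under 0.05, among them the 5 above. A test of the difference between the responses of the cell lines, the interaction term over 13127 genes, gave 472 genes with an adjusted p-value under 0.05.
Among the genes with the smallest p in the libraries labelled KGN, HMOX1 (chromosome 22, 35380361 to 35394214) rose from 16.1 ± 0.782 FPKM (SD, n = 3) to 104.0 ± 2.68 FPKM (SD, n = 3), a log2 fold change of 2.62 (standard error 0.05, limma adjusted p = 3.48e-06). ATF3 (chromosome 1, 212565334 to 212620777) rose from 8.4 ± 0.226 to 26.5 ± 0.447 FPKM (SD, n = 3), a log2 fold change of 1.55 (standard error 0.04, adjusted p = 1.21e-05). MCM5 (chromosome 22, 35400063 to 35425430) changed from 11.4 ± 0.295 to 4.57 ± 0.0711 FPKM (SD, n = 3), a log2 fold change of -1.15 (standard error 0.04, adjusted p = 7.2e-05). For MCM2 (chromosome 3, 127598223 to 127622436), 18.9 ± 0.858 FPKM without and 8.39 ± 0.163 FPKM with 77-39 (SD, n = 3) gave a log2 fold change of -1.08 (standard error 0.05, adjusted p = 9.13e-05).
In the libraries labelled COV434, CA9 (chromosome 9, 35673856 to 35681159) changed from 32.2 ± 9.61 to 0.23 ± 0.265 FPKM (SD, n = 3), a log2 fold change of -4.74 (standard error 0.24, adjusted p = 0.000425). ARNT2 (chromosome 15, 80404350 to 80597937) changed from 6.5 ± 1.36 to 0.853 ± 0.0319 FPKM (SD, n = 3), a log2 fold change of -2.0 (standard error 0.17, adjusted p = 0.0147). NR4A1 (chromosome 12, 52022832 to 52059507) changed from 13.5 ± 1.22 to 4.58 ± 0.809 FPKM (SD, n = 3), and A2M (chromosome 12, 9067664 to 9116229) from 2.7 ± 0.121 to 0.172 ± 0.0729 FPKM (SD, n = 3). Their log2 fold changes were -1.38 (standard error 0.16, adjusted p = 0.0468) and -1.66 (standard error 0.16, adjusted p = 0.0174). IFI44L (chromosome 1, 78619922 to 78646145) rose from 2.34 ± 0.158 to 6.7 ± 0.367 FPKM (SD, n = 3), a log2 fold change of 1.21 (standard error 0.13, adjusted p = 0.0468). Of the 6 fits that left out 1 library, CA9 was past the adjusted threshold in all, ARNT2 in those without the untreated library 2 or the treated library 1, A2M and NR4A1 only in that without the treated library 1, and IFI44L in none. SIRT3, the target of 77-39, had 4.29 ± 0.0675 and 4.04 ± 0.468 FPKM (SD, n = 3) without and with 77-39 in the libraries labelled KGN (log2 fold change -0.07, adjusted p = 0.475). In those labelled COV434 it had 3.82 ± 0.432 and 4.38 ± 0.88 FPKM (SD, n = 3), a log2 fold change of 0.15 (adjusted p = 0.929), so no change in SIRT3 RNA was larger than the spread between replicates.

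**Figure D2:**
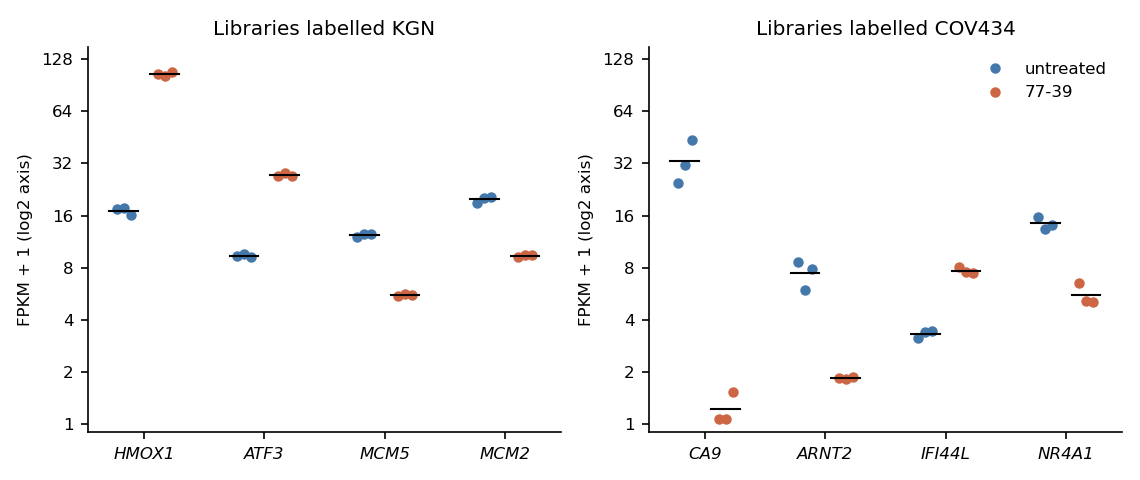
FPKM + 1 on a log2 axis of HMOX1, ATF3, MCM5 and MCM2 in the libraries labelled KGN and of CA9, ARNT2, IFI44L and NR4A1 in those labelled COV434, by treatment. Each dot is 1 library (3 per group) and the black line is the mean. The 8 genes were chosen among those in which the 3 treated libraries lie on one side of the 3 untreated ones.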

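A list of 74 genes of the p53 signaling pathway, written out by hand and not copied from the KEGG database, was set against the DEGs, with all tested genes as the background. In the libraries labelled KGN, 40 of the 54 tested genes of the list were DEGs (74.1%, against 45.3% of the other tested genes), an odds ratio of 3.45 (two-sided Fisher's exact test, p = 2.56e-05). Of these 40, 20 were upregulated and 20 downregulated. For the libraries labelled COV434, 10 of 65 were DEGs (15.4% against 7.93%), an odds ratio of 2.11 (two-sided Fisher's exact test, p = 0.0366). None of these 65 was among the 5 genes with an adjusted p-value under 0.05 there, and 4 of the 6 fits that left out 1 library lost the call. These were the fits without the untreated library 3 (odds ratio 2.01) and without the treated library 1 (1.45), 2 (1.86) or 3 (2.08). With the library number as a block the call was kept, with an odds ratio of 2.48 (two-sided Fisher's exact test, p = 0.00198).

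**Figure D3:**
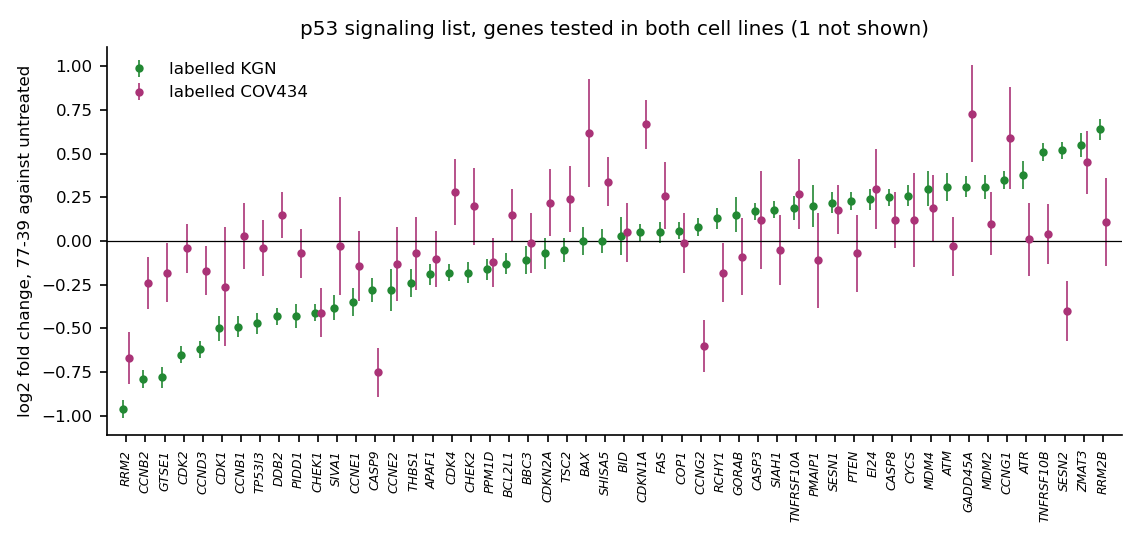
Log2 fold change after 77-39 of 52 genes of the p53 signaling list that were tested in both cell lines, with genes along the horizontal axis and the standard error of limma as the bar. Green marks the libraries labelled KGN and purple those labelled COV434.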

Subsequently, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis using the differentially expressed genes (DEGs), and we noticed that the term “p53 signaling pathway” was significantly enriched in both COV434 and KGN cells (Figure 2B), indicating that 77–39 might regulate p53 pathway in GCT. Indeed, p53 has been reported to be a downstream factor of SIRT3, and deacetylated and suppressed by SIRT3 (Li et al., 2010; Chen et al., 2017; Xiong et al., 2018). 

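For a ranked test of gene sets, genes were ordered by the signal-to-noise ratio of the FPKM of 77-39 treated against untreated cells, with positive scores for sets higher in treated cells. The score was compared with 10000 random lists of the same size, and the p-values are two-sided. The lists were written out by hand before the data were examined, and the NF-κB list in particular holds other genes than the published set. A list of 77 genes upregulated in senescence, of which 44 were tested, had a normalized enrichment score of 0.90 in the libraries labelled KGN (random-list permutation p = 0.652). In those labelled COV434, where 59 of the genes were tested, the score was 1.15 (random-list permutation p = 0.272). A list of 49 NF-κB targets, of which 20 were tested, had a score of -1.52 in the libraries labelled KGN (random-list permutation p = 0.039, adjusted p = 0.0768 over 24 list tests). With 30 of its genes tested in those labelled COV434, the score was -1.35 (random-list permutation p = 0.0803, adjusted p = 0.12). The median log2 fold change of the senescence list was 0.04 in KGN and 0.05 in COV434, and that of the NF-κB list -0.05 and -0.06.

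**Figure D4:**
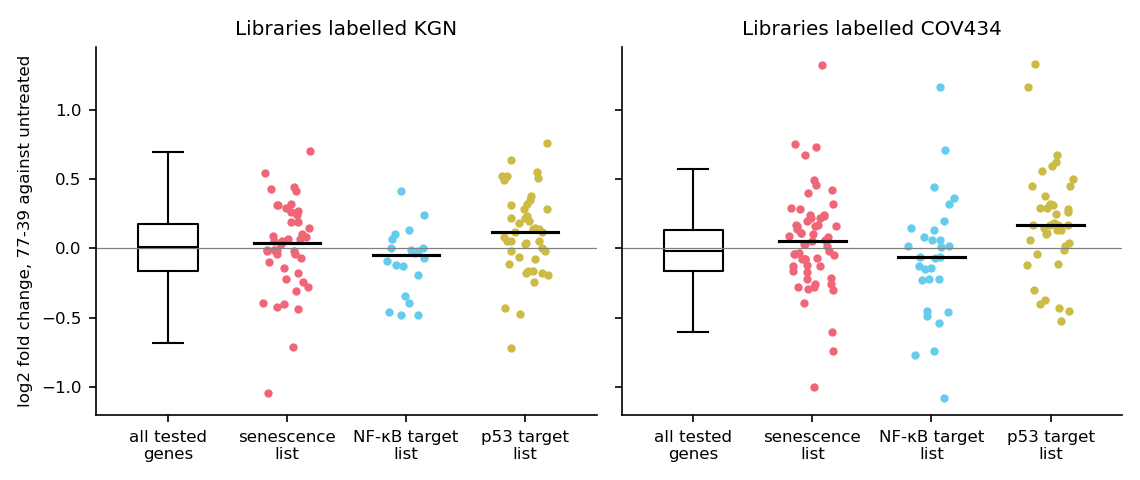
Log2 fold change after 77-39 in the libraries labelled KGN and COV434. Boxes show all tested genes, dots the tested genes of the senescence, NF-κB target and p53 target lists, and the line across each set of dots is its median.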

We further performed GSEA and found that gene sets including “FRIDMAN_SENESCENCE_UP” and “WANG_NFKB_TARGETS” were significantly enriched in the 77-39 treated group, indicating 77–39 might activate the NF-κB pathway and induce senescence (Figure 3A). By WB analyses, we found that, following treatment of 73–39, the protein expression of cell cycle-related proteins like p16, p18, p21, p53, and acetylated p53 were elevated in a dose-dependent manner. The key proteins in the NF-κB pathway, such as p65, IκBα, and IKKα/β, were also activated (Figure 3B). These results indicate that 77-39 inhibited cell growth and induced senescence through the p53 and NF-κB signaling in GCT cells.

**FIGURE 2:**
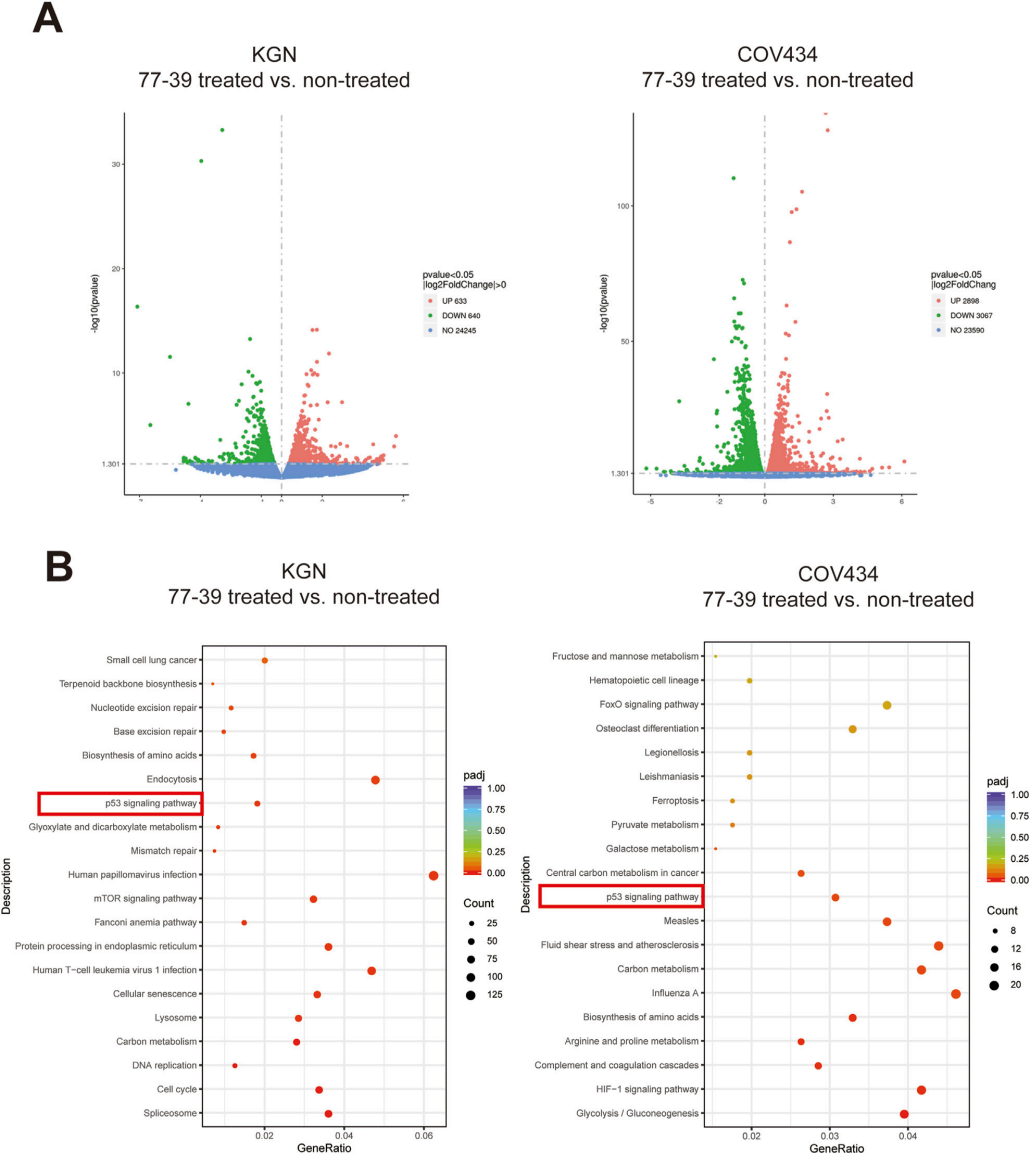
Transcriptomic sequencing and KEGG enrichment analysis of 77–39 treated and non-treated KGN and COV434 cells. **(A)** Volcano plots showing DEGs in KGN and COV434 cells treated with 77–39 compared to untreated controls. Genes with a p-value <0.05 and a log2|fold change| > 0 are considered DEGs. **(B)** KEGG enrichment analysis using DEGs in KGN and COV434 cells treated with 77–39 compared to untreated controls.

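At this threshold, 5% of genes would be called where nothing changed. Of the tested genes, 45.32% were DEGs in the libraries labelled KGN and 8% in those labelled COV434. Libraries were also simulated independently, with the measured depth, the median spread of the cell line for all genes and no change in any gene. In these simulations, 4.82% and 4.72% of genes had an unadjusted p-value under 0.05. The median number of genes with an adjusted p-value under 0.05 was 0 for KGN and 4.5 for COV434. Libraries that deviate together, as those labelled COV434 did, were not simulated, so the simulations do not show that 8% there exceeds chance. Of 10 splits of the libraries labelled COV434, 3 gave as many DEGs, the real one included. Among the 10235 genes tested in both cell lines, 354 were DEGs in both against 313 expected by chance (odds ratio 1.31, two-sided Fisher's exact test, p = 0.000889). Of the 354, 96 were upregulated and 153 downregulated in both, and 105 changed in opposite directions.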

**FIGURE 3:**
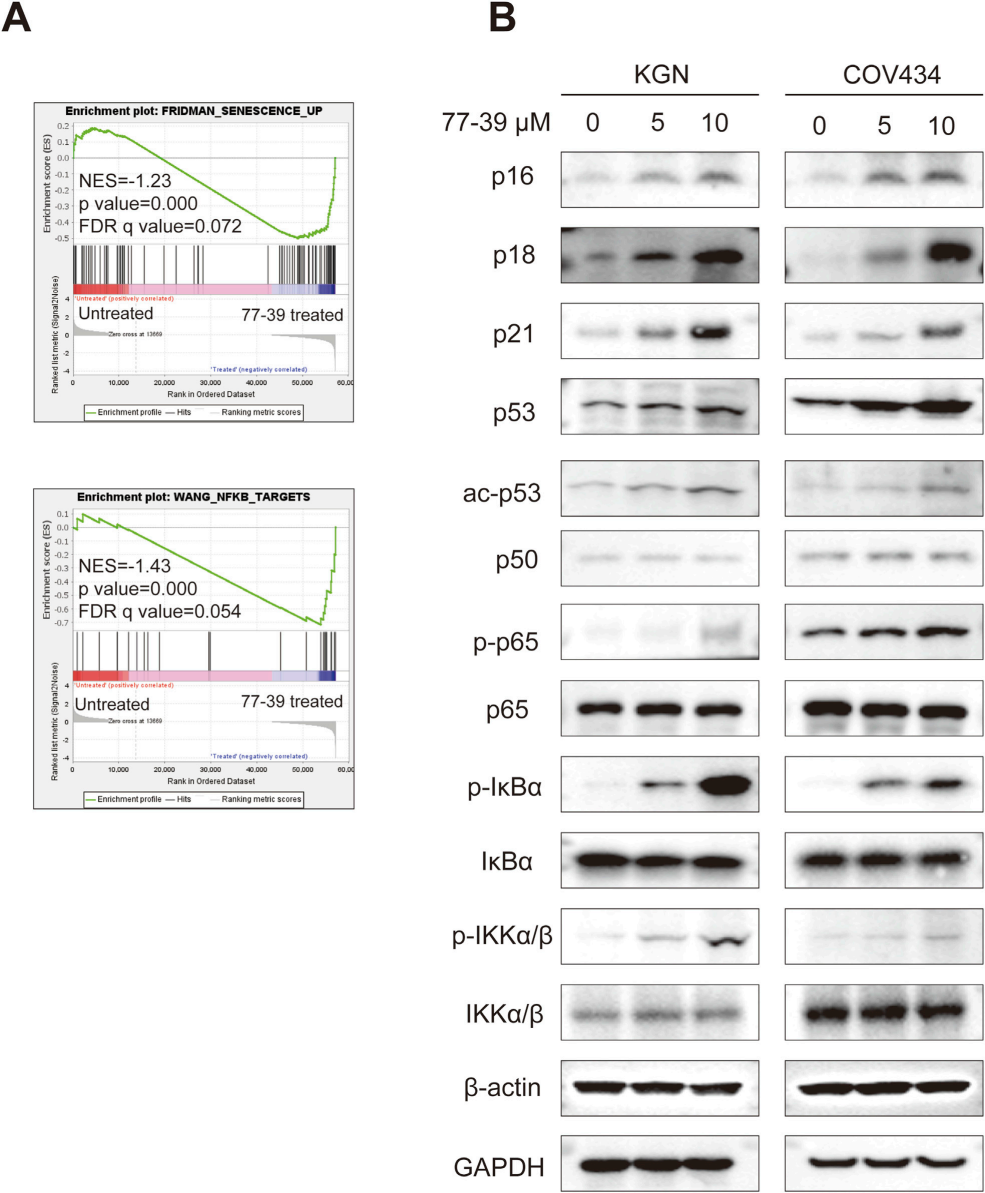
77-39 exerts its function through the p53 and NF-κB signaling pathways. **(A)** GSEA analysis showing senescence and NF-κB-related gene sets were enriched in the 77-39 treated group compared to the untreated group. **(B)** WB analyses showing that cell cycle-related proteins, p53, and NF-κB signaling were activated in a dose-dependent manner after treatment with 77–39.

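With all 20 labelings of the 6 libraries of a cell line, the smallest two-sided p is 0.1, so this exact test could not pass the threshold. It gave 0.6 for the senescence list and 0.1 for the NF-κB target list in the libraries labelled KGN, and 0.4 and 0.1 in those labelled COV434. With both cell lines pooled, the normalized enrichment score of the senescence list was 0.77 and that of the NF-κB target list -1.34. Leaving out the treated library 3 turned the score of the senescence list in KGN to -0.91. The difference between the cell lines was not past the threshold for either list (limma camera, adjusted p = 0.796 and 0.887). CDKN1A, which encodes p21 (chromosome 6, 36676460 to 36687339), had 72.4 ± 3.53 FPKM without and 74.9 ± 2.17 FPKM with 77-39 (SD, n = 3) in the libraries labelled KGN, a log2 fold change of 0.05 (standard error 0.05, limma adjusted p = 0.499). In those labelled COV434 it had 56.8 ± 1.75 and 90.7 ± 3.5 FPKM (SD, n = 3), a log2 fold change of 0.67 (standard error 0.14, adjusted p = 0.17), and an adjusted p of 0.0475 with the library number as a block and 0.00133 in the fit of all 12 libraries, within a range of 0.00133 to 0.673 over all alternatives. The fit of all 12 libraries shares its spread with the quieter KGN libraries, so it understates that of COV434. The unadjusted limma p of CDKN1A in COV434 was 0.00129, under the DEG threshold of Figure 2. The interaction term for CDKN1A was -0.62 (limma adjusted p = 0.0183). From the enrichment of the senescence and NF-κB target sets in treated cells, the paper proposes that 77-39 activates the NF-κB pathway and induces senescence. It rests this also on staining, qPCR, Western blots, SIRT3 silencing and overexpression, and inhibitors of p53 and NF-κB. The list tests here do not address those experiments.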

### 3.3 Silencing SIRT3 in GCT cells has the same effect as treating with 77–39

To verify that 77-39 functioned through targeting SIRT3, we knocked down the expression of SIRT3 in KGN and COV434 cells by siRNA (Figure 4A). By EdU assay and SA-β-gal staining, we found that the silence of SIRT3 significantly inhibited cell proliferation and promoted senescence in GCT cells (Figures 4B,C). The protein expression of cell cycle-related proteins and the phosphorylation levels of key proteins in the NF-κB pathway also underwent significant changes (Figure 4D), which were consistent with the results observed upon treatment with 77–39.

**FIGURE 4:**
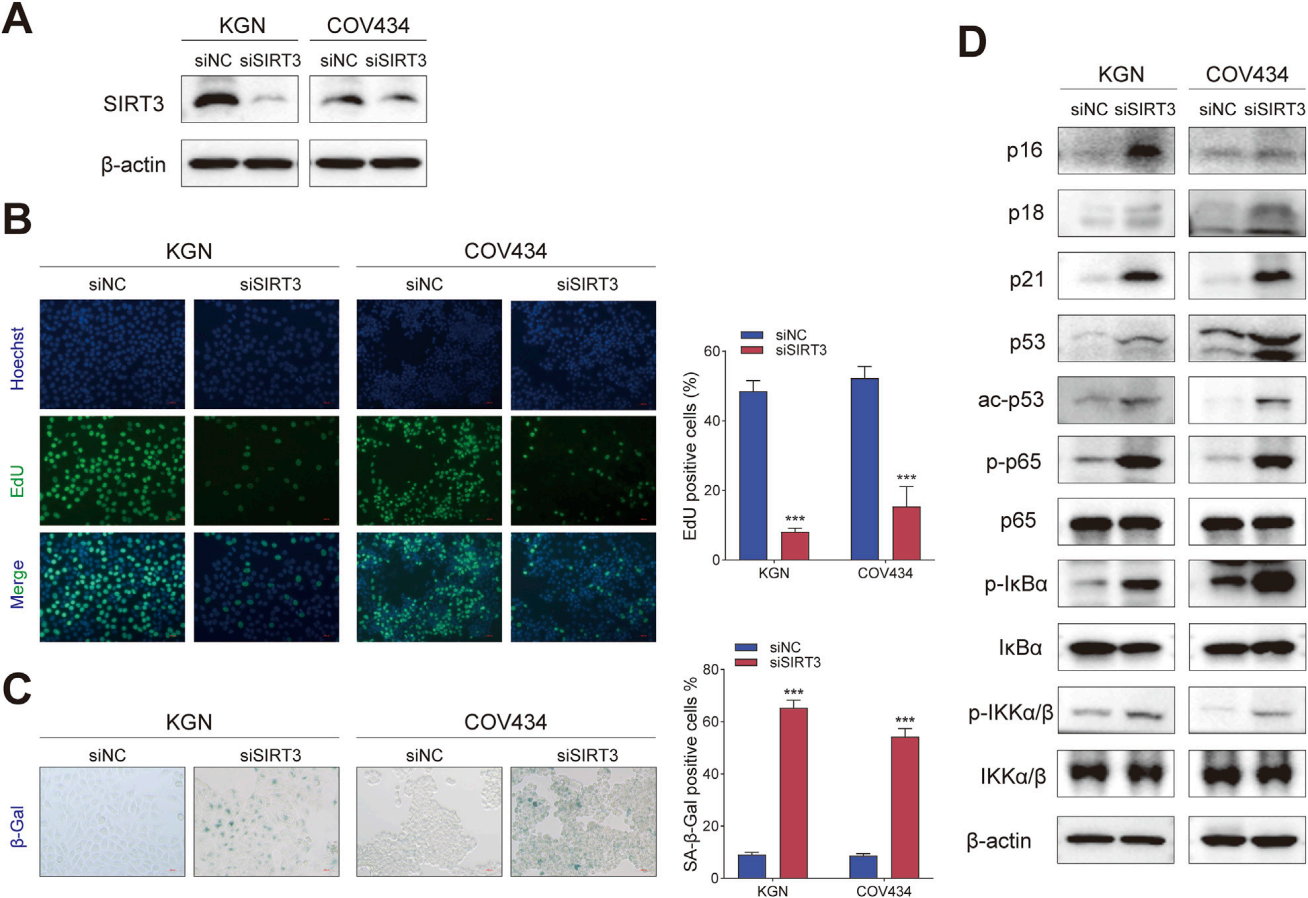
Silencing SIRT3 in GCT cells has the same effect as treating with 77–39. **(A)** WB analyses showing the knockdown efficacy of SIRT3 siRNA in KGN and COV434 cells. **(B)** EdU assay showing the effects of SIRT3 silence on cell proliferation in KGN and COV434 cells. **(C)** SA-β-gal staining was used to evaluate the effects of the silence of SIRT3 on the cellular senescence of KGN and COV434. **(D)** WB analyses showing that cell cycle-related proteins, p53, and NF-κB signaling were activated after silencing SIRT3 in KGN and COV434 cells.

Correspondingly, we overexpressed SIRT3 in KGN and COV434 cells (Figure 5A). The inhibitory effect of 77–39 on cell proliferation and senescence in GCT cells was reversed by overexpression of SIRT3 (Figures 5B,C). The expression of proteins related to the p53 and NF-κB pathways was also suppressed by the overexpression of SIRT3 (Figure 5D). Overall, the above results indicated that SIRT3 is the target through which 77-39 exerts its effects.

**FIGURE 5:**
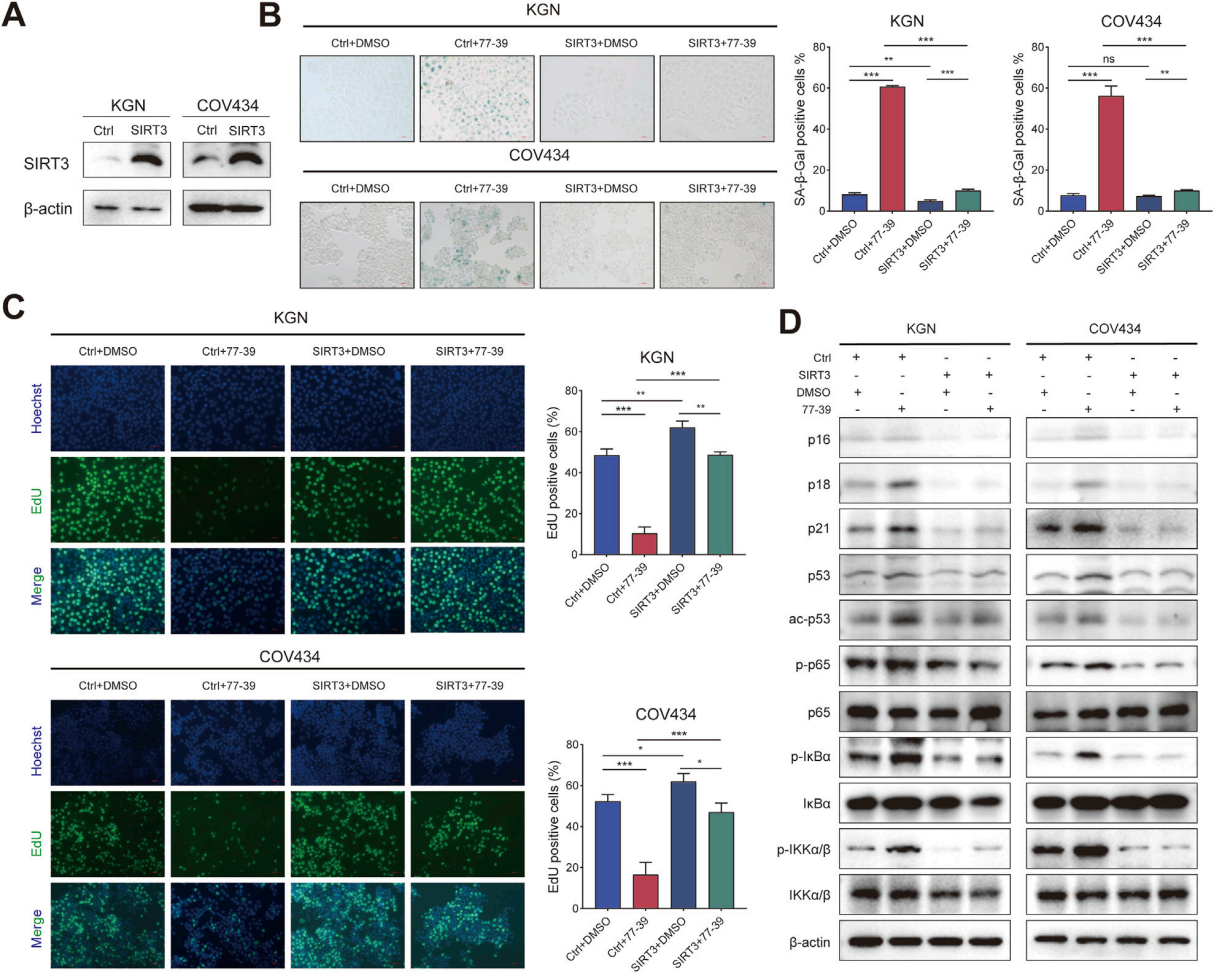
Overexpressing SIRT3 in GCT cells reverses the inhibitory effect of 77–39 in GCT cells. **(A)** WB analyses showing the successful overexpression of SIRT3 in KGN and COV434 cells. **(B)** SA-β-gal staining was used to evaluate the effects of overexpression of SIRT3 on the cellular senescence of KGN and COV434. **(C)** EdU assay showing the effects of SIRT3 overexpression on cell proliferation in KGN and COV434 cells. **(D)** WB analyses showing that cell cycle-related proteins, p53, and NF-κB signaling were inactivated after overexpressing SIRT3 in KGN and COV434 cells.

### 3.4 Inhibition of p53 or NF-κB counteracts the effect of 77–39 in GCT cells

To verify that p53 is a downstream effector molecule of SIRT3, we performed co-IP experiments and found that p53 interacted with SIRT3 in both KGN and COV434 cells (Figure 6A). To determine whether p53 mediated the inhibitory effect of 77–39 on GCT cells, we inhibited p53 using the inhibitor PFTα. The results showed that inhibiting p53 led to a significant recovery in cell proliferation and a reduced rate of senescence in GCT cells treated with 77–39 (Figures 6B,C). The proteins that inhibited the cell cycle process were also downregulated (Figure 6D). Intriguingly, we found that the inhibition of p53 significantly affected the phosphorylated level of NF-κB-related proteins, which indicated that p53 might regulate NF-κB signaling in GCT (Figure 6D).

**FIGURE 6:**
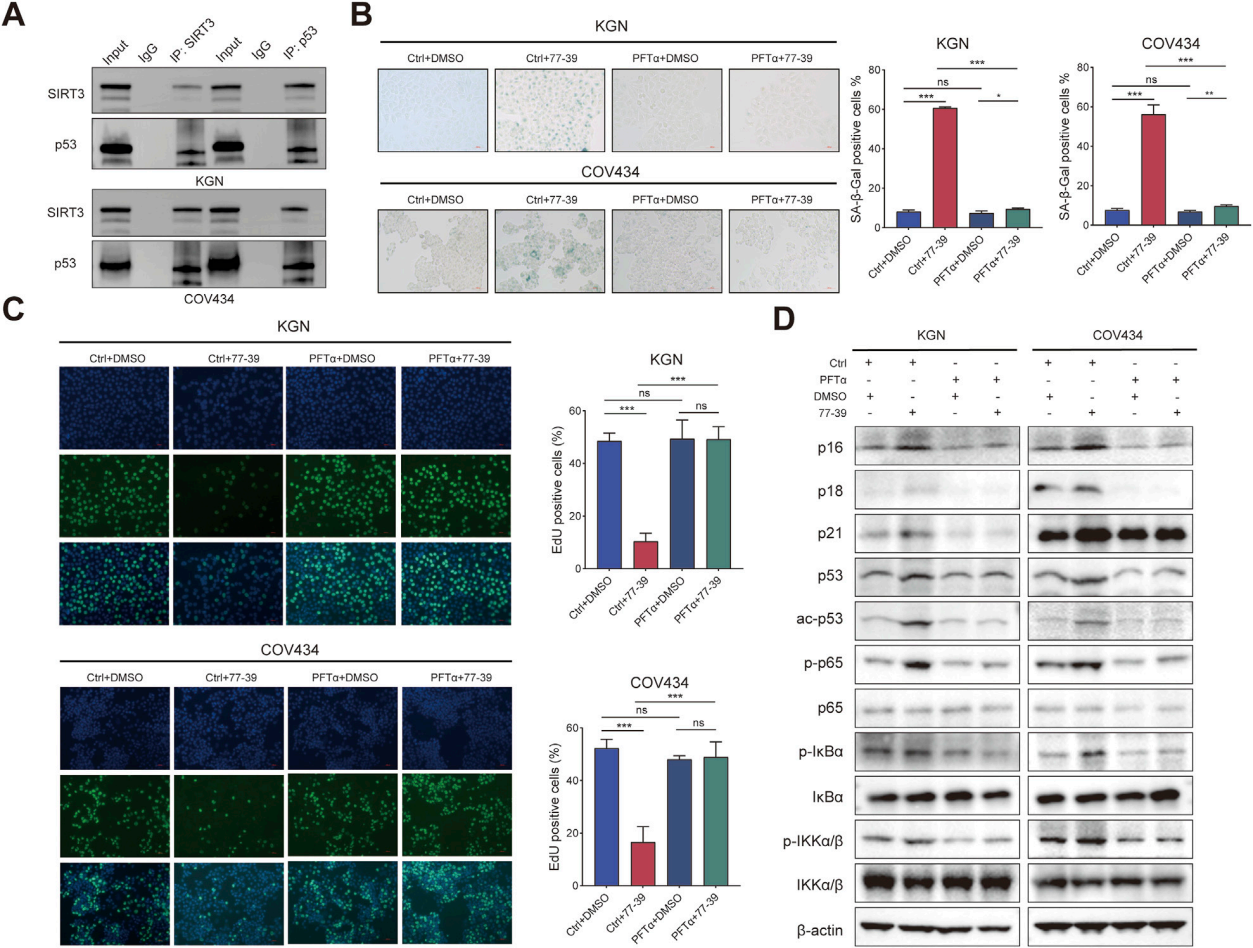
Inhibition of p53 counteracts the effect of 77–39 in GCT cells. **(A)** co-IP and WB analyses showing the interaction between SIRT3 and p53 in KGN and COV434 cells. **(B)** SA-β-gal staining was used to evaluate the effects of inhibition of p53 on the cellular senescence of KGN and COV434. **(C)** EdU assay showing the effects of p53 inhibition on cell proliferation in KGN and COV434 cells. **(D)** WB analyses showing that cell cycle-related proteins, p53, and NF-κB signaling were downregulated after p53 inhibition in KGN and COV434 cells.

The NF-κB pathway was reported to be activated in senescent cells and implicated in regulating the expression of the inflammatory factors (Chen et al., 2018; Wang et al., 2022). Similarly, we also inhibited the activity of NF-κB in GCT cells using the inhibitor BAY 11-7082. The proliferative capacity of GCT cells and the expression of related proteins in GCT cells treated with 77–39 were restored upon inhibition of NF-κB. (Figures 7A–C). In summary, these results demonstrated that p53 and NF-κB are downstream effectors of SIRT3.

**FIGURE 7:**
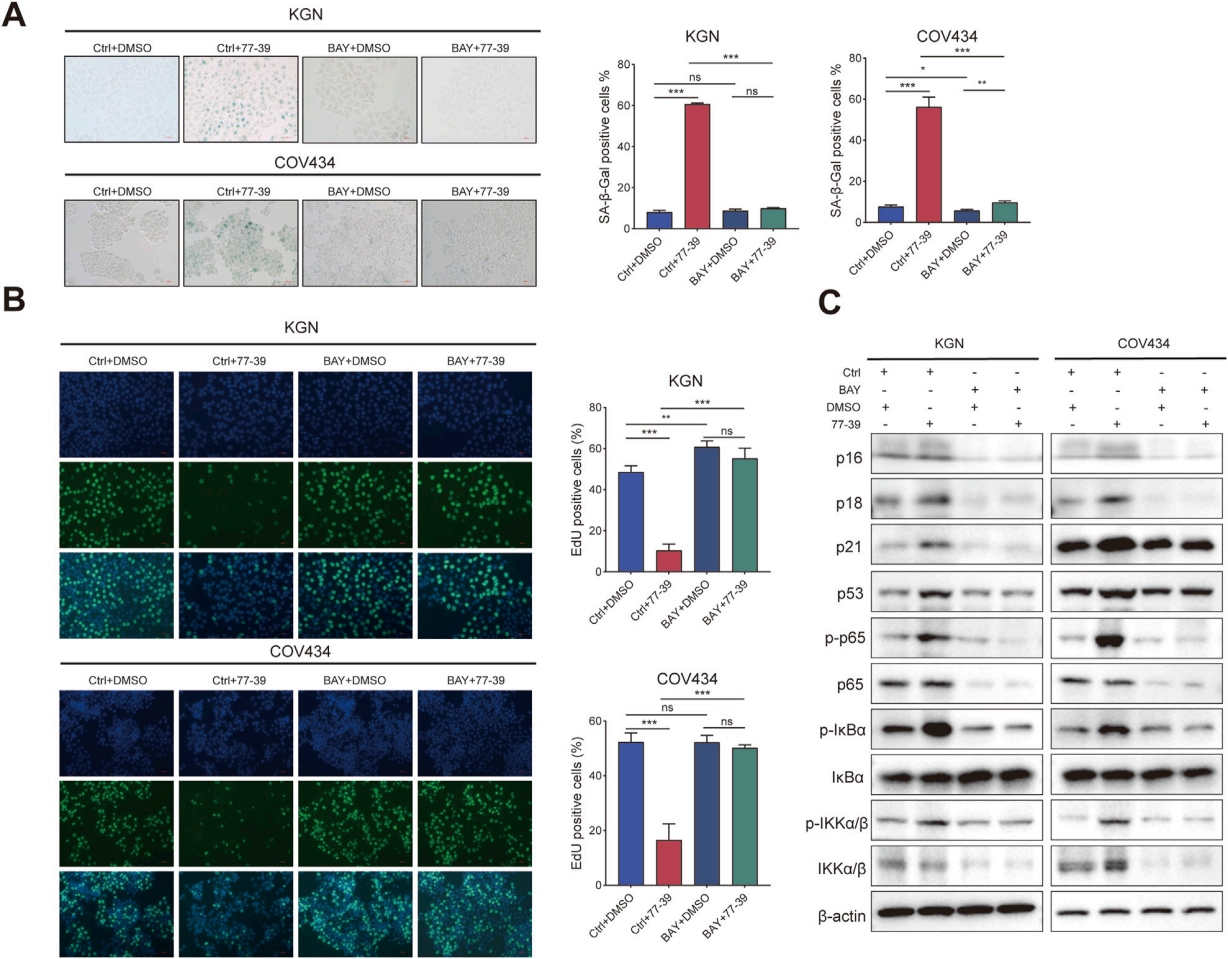
Inhibition of NF-κB counteracts the effect of 77–39 in GCT cells. **(A)** SA-β-gal staining was used to evaluate the effects of inhibition of NF-κB on the cellular senescence of KGN and COV434. **(B)** EdU assay showing the effects of NF-κB inhibition on cell proliferation in KGN and COV434 cells. **(C)** WB analyses showing that cell cycle-related proteins, p53, and NF-κB signaling were downregulated after NF-κB inhibition in KGN and COV434 cells.

### 3.5 77–39 suppresses GCT tumorigenicity *in vivo*

To evaluate the efficacy and safety of 77–39 in inhibiting the tumorigenicity of GCT *in vivo*, we established a subcutaneous tumor model in nude mice. KGN cells were injected subcutaneously into the right dorsal flank of nude mice. Fourteen days after injection, mice were randomly assigned to 5 groups (6 mice per group). One hundred microliters of indicated concentrations of 77–39 were administered by gavage every day. CDDP, a chemotherapeutic agent used clinically for the treatment of GCT, was injected intraperitoneally into mice every other day. The results showed that both CDDP and 77-39 could effectively inhibit the tumor growth of GCT *in vivo* (Figures 8A–C). CDDP demonstrated the best tumor-inhibitory capacity (Figure 8C). However, the body weight of mice in the CDDP-treated group significantly decreased (Figure 8D), while the 77-39-treated groups did not show significant changes in body weight, indicating that, compared with CDDP, 77-39 exhibited lower drug toxicity. In addition, xenograft tumors excised from nude mice were further subjected to HE staining, SA-β-gal staining, and IHC staining. Consistent with our *in vitro* experimental results, 77-39 was capable of inducing tumor senescence, inhibiting tumor proliferation, and regulating the expression of cell cycle-related proteins (Figure 8E). At the endpoint of the animal experiment, we collected blood from the nude mice and measured the indicators of liver and kidney function. The results showed that compound 77–39 did not exhibit significant toxicity to the liver and kidneys, indicating its safety profile (Figure 8F).

**FIGURE 8:**
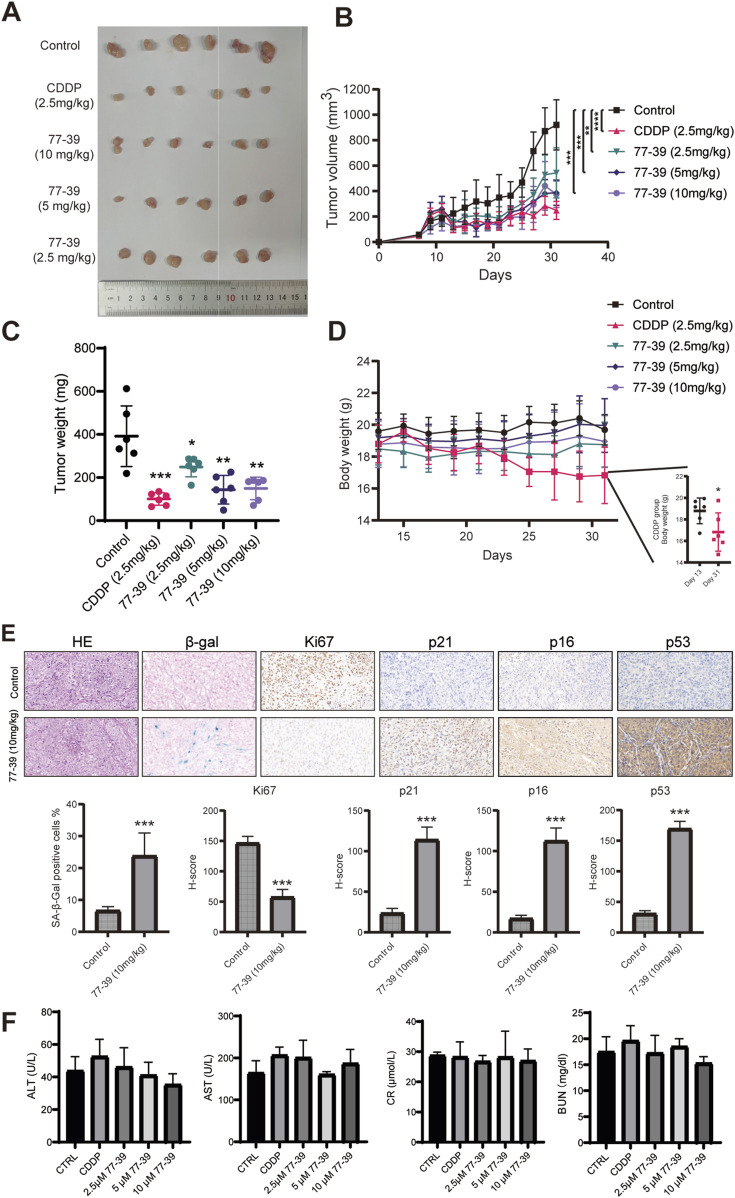
77–39 suppresses GCT tumorigenicity *in vivo*. **(A)** Image of the subcutaneous KGN xenografts from mice that received indicated treatment. **(B)** Growth curves of KGN xenografts measured by a digital caliper. **(C)** Weight of KGN xenografts. **(D)** Body weight of mice that received indicated treatment. **(E)** KGN xenografts from the control and 77-39 (10 mg/kg) treated groups were subjected to HE staining, SA-β-gal staining, and IHC staining for Ki67, p21, p16, and p53. Histogram showing the statistical results and differences of the proportion of SA-β-gal positive cells and H-score. **(F)** Measurement of liver and kidney function markers in different treatment groups.

## 4 Discussion

GCT is the most common non-epithelial malignancy of the ovary. However, it remains a rare disease, and there is a scarcity of high-level evidence to guide its management, especially in the advanced stage (Salkeni et al., 2024). Oophorectomy is currently a primary treatment method for primary GCT (Brown et al., 2009; Zhao et al., 2019). It is estimated that approximately 20% of adult GCTs will recur, with a median time to recurrence of 5 years from the initial diagnosis (Evans et al., 1980; Malmstrom et al., 1994). When GCT progresses to an inoperable or metastatic disease, several palliative treatment options are available, including conventional cytotoxic chemotherapy, endocrine therapy, radiation therapy, and targeted therapies (Salkeni et al., 2024). Developing novel therapeutic approaches is of paramount importance for patients with advanced GCT.

SIRT3 protein level was found to be upregulated in ovarian cancer tissues (Signorile et al., 2019). IDO1^high^ ovarian cancer cell-derived extracellular vesicles upregulated SIRT3 expression in endothelial cells by increasing acetylation modification. The endothelial SIRT3-mediated mitophagy, in turn, promoted angiogenesis in ovarian cancer (Ying et al., 2024). However, SIRT3 has also been shown to be a tumor suppressor in ovarian epithelial cancer. A prior investigation revealed that the expression of the SIRT3 protein was markedly reduced in ovarian cancer tissues and in the highly metastatic HO-8910PM cell line (Dong et al., 2016; Shi et al., 2020). Activation of SIRT3 in ovarian epithelial cancer induced apoptosis, decreased mitochondrial membrane potential, and promoted the fission process of mitochondria (Hou et al., 2019). Metformin, an inhibitor of mitochondrial complex 1, could induce energy stress and apoptosis in ovarian epithelial cancer cells. Interestingly, the activation of SIRT3, which is enhanced by Metformin, further aggravates these effects (Wu et al., 2018).

Despite the controversial role of SIRT3 in ovarian epithelial cancer, its function in polycystic ovary syndrome (PCOS)—an ovarian granulosa cell-associated disease—is well-defined. SIRT3 could enhance ovarian morphology and serum sex hormone levels in mice with PCOS induced by dihydrotestosterone (DHT). It also inhibited apoptosis both *in vitro* and *in vivo*. Additionally, SIRT3 inhibited mitochondrial reactive oxygen species (ROS) production to ameliorate mitochondrial dysfunction in DHT-induced KGN cells through the FOXO1/PGC-1α signaling pathway (Pang et al., 2023). Moreover, SIRT3 knockdown in granulosa cells led to mitochondrial dysfunction, increased oxidative stress, and impaired glucose metabolism. These alterations could potentially contribute to the development of compromised oocyte quality in PCOS (Fu et al., 2014; Zhang et al., 2022). It is also demonstrated that SIRT3 inactivation or knockdown could elevate ROS production, leading to embryonic development arrest and reduced proliferative activity of Leydig cells (Kawamura et al., 2010; Matoba et al., 2024). The above evidence suggested that SIRT3 exerted a protective role in granulosa cells.

In GCT, although a previous study showed that the knockdown of SIRT3 in KGN cells impaired their proliferative ability (Schmid et al., 2021), the underlying molecular mechanism by which SIRT3 regulates cell growth remains underexplored. In this study, we evaluated the therapeutic effects of 77–39, a novel SIRT3-selective inhibitor developed by Zhou et al., on GCT. Through clonogenic assays, EdU incorporation assays, and SA-β-gal staining, we found that compound 77–39 significantly inhibited the proliferation of GCT cells and induced cellular senescence, with an increase in the expression of SASP-related proteins (e.g., IL-6, IL-1B, CXCL2). Through RNA sequencing and subsequent KEGG and GSEA enrichment analyses, we found that pathways related to p53, NF-κB, and senescence were activated following treatment with 77–39. The results were further confirmed by WB experiments. Previously, Zhu et al. demonstrated that SIRT3 expression showed age-dependent decreases in the ovary, and depletion of SIRT3 in mice by CRISPR/Cas-9 accelerated ovarian aging, as evidenced by reduced offspring sizes, decreased follicle reserves, and lower levels of oocyte markers (Bmp15 and Gdf9), along with increased expression of genes related to aging and inflammation (p16, p21, Il-1α, and Il-1β). This study provided additional evidence to support our results. Our work, for the first time, has elucidated the oncogenic mechanisms of SIRT3 in GCT by using a SIRT3 selective inhibitor.

Next, to further validate that the p53 and NF-κB pathways mediated the inhibitory effects of 77–39 on GCT, we inhibited p53 and NF-κB, respectively. As expected, inhibiting p53 and NF-κB could reverse the inhibitory effects of 77–39 on GCT cells, demonstrating they were downstream effector of SIRT3. Unexpectedly, we found that p53 and NF-κB signaling pathways might interactively regulate each other in GCT. According to previous studies, p53 could activate NF-κB, and this activation is crucial for p53-mediated apoptosis (Ryan et al., 2000; Yin and Yu, 2018; Tan et al., 2022). Inhibition of NF-κB by BAY 11-7082 reduced the protein expression of p53 (Han et al., 2024). These findings may broaden our understanding of the crosstalk between p53 and NF-κB. Additionally, the xenograft tumor model was used to evaluate the efficacy of 77–39 in inhibiting tumor growth *in vivo*. Compound 77–39 demonstrated significant tumor-suppressive activity in in vivo experiments. Regarding the safety of 77–39, *in vitro* experiments revealed that compared with GCT cells, 77-39 exhibited weaker inhibitory activity against the normal ovarian epithelial cell line IOSE-80. In in vivo experiments using nude mice, the administration of 77–39 did not affect the body weight of the mice. Moreover, compared with the control group, 77–39 did not exhibit significant toxicity to the liver and kidneys, thereby emphasizing its safety profile. Although cisplatin remains the most commonly used therapeutic agent for advanced GCT and has demonstrated the strongest inhibitory efficacy in xenograft tumor models, our experiments indicated that 77–39 has superior safety compared with cisplatin. Overall, these works suggested that 77-39 could serve as a potential therapeutic agent for GCT.

Our study has several limitations. First, we only used immortalized cell lines for *in vitro* and *in vivo* experiments, which may not fully reflect the clinical therapeutic effects. Due to the scarcity of clinical samples of GCT, we were unable to evaluate the therapeutic efficacy of 77–39 by constructing patient-derived organoids and patient-derived xenograft models, both of which could better simulate the clinical therapeutic effects of 77–39 on GCT. Additionally, our experimental results indicated that treatment with 77–39, knockdown, or overexpression of SIRT3 could affect the p53 and NF-κB signaling pathways. It is known that SIRT3 can deacetylate p53 to regulate its stability. However, the mechanism by which SIRT3 affects the NF-κB signaling pathway remains to be elucidated. Moreover, our results showed that Inhibition of p53 using PFTα affected the NF-κB signaling, while inhibition of NF-κB using BAY 11-7082 affected the p53 signaling, indicating an interacting network between p53 and NF-κB signaling, which our study has not yet adequately explained. In conclusion, our findings propose a novel perspective and therapeutic option for GCT that primarily targets SIRT3. Future research should focus on elucidating the mechanisms underlying the interaction between SIRT3, the p53 signaling pathway, and the NF-κB signaling pathway and exploring the therapeutic potential of 77–39 in more clinically relevant models.

## Data Availability

The raw data of transcriptomic sequencing has been submitted to the GEO database with accession number GSE293585.

## References

[B1] BrownJ.SoodA. K.DeaversM. T.MilojevicL.GershensonD. M. (2009). Patterns of metastasis in sex cord-stromal tumors of the ovary: can routine staging lymphadenectomy be omitted? Gynecol. Oncol. 113 (1), 86–90. 10.1016/j.ygyno.2008.12.007 19162310

[B2] ChenF.LongQ.FuD.ZhuD.JiY.HanL. (2018). Targeting SPINK1 in the damaged tumour microenvironment alleviates therapeutic resistance. Nat. Commun. 9 (1), 4315. 10.1038/s41467-018-06860-4 30333494 PMC6193001

[B3] ChenJ.WangA.ChenQ. (2017). SirT3 and p53 deacetylation in aging and cancer. J. Cell Physiol. 232 (9), 2308–2311. 10.1002/jcp.25669 27791271

[B4] DongX. C.JingL. M.WangW. X.GaoY. X. (2016). Down-regulation of SIRT3 promotes ovarian carcinoma metastasis. Biochem. Biophys. Res. Commun. 475 (3), 245–250. 10.1016/j.bbrc.2016.05.098 27216459

[B5] EvansA. T.GaffeyT. A.MalkasianG. D.Jr.AnnegersJ. F. (1980). Clinicopathologic review of 118 granulosa and 82 theca cell tumors. Obstet. Gynecol. 55 (2), 231–238.6243409

[B6] FuH.Wada-HiraikeO.HiranoM.KawamuraY.SakurabashiA.ShiraneA. (2014). SIRT3 positively regulates the expression of folliculogenesis- and luteinization-related genes and progesterone secretion by manipulating oxidative stress in human luteinized granulosa cells. Endocrinology 155 (8), 3079–3087. 10.1210/en.2014-1025 24877629

[B7] HanJ.ZhanL. N.HuangY.GuoS.ZhouX.KapilevichL. (2024). Moderate mechanical stress suppresses chondrocyte ferroptosis in osteoarthritis by regulating NF-κB p65/GPX4 signaling pathway. Sci. Rep. 14 (1), 5078. 10.1038/s41598-024-55629-x 38429394 PMC10907644

[B8] HouL.WangR.WeiH.LiS.LiuL.LuX. (2019). ABT737 enhances ovarian cancer cells sensitivity to cisplatin through regulation of mitochondrial fission via Sirt3 activation. Life Sci. 232, 116561. 10.1016/j.lfs.2019.116561 31247208

[B9] JamiesonS.FullerP. J. (2012). Molecular pathogenesis of granulosa cell tumors of the ovary. Endocr. Rev. 33 (1), 109–144. 10.1210/er.2011-0014 22240241

[B10] JinJ.BaiL.WangD.DingW.CaoZ.YanP. (2023). SIRT3-dependent delactylation of cyclin E2 prevents hepatocellular carcinoma growth. EMBO Rep. 24 (5), e56052. 10.15252/embr.202256052 36896611 PMC10157311

[B11] KawamuraY.UchijimaY.HorikeN.TonamiK.NishiyamaK.AmanoT. (2010). Sirt3 protects in vitro-fertilized mouse preimplantation embryos against oxidative stress-induced p53-mediated developmental arrest. J. Clin. Invest 120 (8), 2817–2828. 10.1172/JCI42020 20644252 PMC2912189

[B12] KimJ. H.KimY. H.KimH. M.ParkH. O.HaN. C.KimT. H. (2014). FOXL2 posttranslational modifications mediated by GSK3β determine the growth of granulosa cell tumours. Nat. Commun. 5, 2936. 10.1038/ncomms3936 24390485

[B13] KimY. S.Gupta VallurP.JonesV. M.WorleyB. L.ShimkoS.ShinD. H. (2020). Context-dependent activation of SIRT3 is necessary for anchorage-independent survival and metastasis of ovarian cancer cells. Oncogene 39 (8), 1619–1633. 10.1038/s41388-019-1097-7 31723239 PMC7036012

[B14] KoukourakisG. V.KoulouliasV. E.KoukourakisM. J.ZachariasG. A.PapadimitriouC.MystakidouK. (2008). Granulosa cell tumor of the ovary: tumor review. Integr. Cancer Ther. 7 (3), 204–215. 10.1177/1534735408322845 18815151

[B15] LasryA.Ben-NeriahY. (2015). Senescence-associated inflammatory responses: aging and cancer perspectives. Trends Immunol. 36 (4), 217–228. 10.1016/j.it.2015.02.009 25801910

[B16] LeungD. T. H.NguyenT.OliverE. M.MattiJ.AlexiadisM.SilkeJ. (2019). Combined PPARγ activation and XIAP inhibition as a potential therapeutic strategy for ovarian granulosa cell tumors. Mol. Cancer Ther. 18 (2), 364–375. 10.1158/1535-7163.MCT-18-0078 30530769

[B17] LiR.QuanY.XiaW. (2018). SIRT3 inhibits prostate cancer metastasis through regulation of FOXO3A by suppressing Wnt/β-catenin pathway. Exp. Cell Res. 364 (2), 143–151. 10.1016/j.yexcr.2018.01.036 29421536

[B18] LiS.BanckM.MujtabaS.ZhouM. M.SugrueM. M.WalshM. J. (2010). p53-induced growth arrest is regulated by the mitochondrial SirT3 deacetylase. PLoS One 5 (5), e10486. 10.1371/journal.pone.0010486 20463968 PMC2864751

[B19] LiX.ZhangW.XingZ.HuS.ZhangG.WangT. (2024). Targeting SIRT3 sensitizes glioblastoma to ferroptosis by promoting mitophagy and inhibiting SLC7A11. Cell Death Dis. 15 (2), 168. 10.1038/s41419-024-06558-0 38395990 PMC10891132

[B20] MalmstromH.HogbergT.RisbergB.SimonsenE. (1994). Granulosa cell tumors of the ovary: prognostic factors and outcome. Gynecol. Oncol. 52 (1), 50–55. 10.1006/gyno.1994.1010 8307501

[B21] MatobaH.FujiiC.MaruyamaK.KawakuboM.MomoseM.SanoK. (2024). Sirt3 regulates proliferation and progesterone production in leydig cells via suppression of reactive oxygen species. Endocrinology 165 (4), bqae017. 10.1210/endocr/bqae017 38354290

[B22] PangX.ChengJ.WuT.SunL. (2023). SIRT3 ameliorates polycystic ovary syndrome through FOXO1/PGC-1α signaling pathway. Endocrine 80 (1), 201–211. 10.1007/s12020-022-03262-x 36598711

[B23] RyanK. M.ErnstM. K.RiceN. R.VousdenK. H. (2000). Role of NF-kappaB in p53-mediated programmed cell death. Nature 404 (6780), 892–897. 10.1038/35009130 10786798

[B24] SalkeniM. A.ShinS.TakebeN.StevensS.ChenA. (2024). Advanced granulosa cell tumors of the ovary: a review with a focus on current and novel therapeutic approaches. J. Immunother. Precis. Oncol. 7 (4), 263–271. 10.36401/JIPO-23-40 39524463 PMC11541922

[B25] SchmidN.DietrichK. G.ForneI.BurgesA.SzymanskaM.MeidanR. (2021). Sirtuin 1 and sirtuin 3 in granulosa cell tumors. Int. J. Mol. Sci. 22 (4), 2047. 10.3390/ijms22042047 33669567 PMC7923107

[B26] ShiY.HeR.YangY.HeY.ZhanL.WeiB. (2020). Potential relationship between Sirt3 and autophagy in ovarian cancer. Oncol. Lett. 20 (5), 162. 10.3892/ol.2020.12023 32934730 PMC7471650

[B27] SignorileA.De RasmoD.CormioA.MusiccoC.RossiR.FortarezzaF. (2019). Human ovarian cancer tissue exhibits increase of mitochondrial biogenesis and cristae remodeling. Cancers (Basel) 11 (9), 1350. 10.3390/cancers11091350 31547300 PMC6770021

[B28] TanJ.SunM.YinJ.ZhouQ.ZhaoR.ChenQ. (2022). Hsa_circ_0005050 interacts with ILF3 and affects cell apoptosis and proliferation by disrupting the balance between p53 and p65. Chem. Biol. Interact. 368, 110208. 10.1016/j.cbi.2022.110208 36208777

[B29] WangC.LongQ.FuQ.XuQ.FuD.LiY. (2022). Targeting epiregulin in the treatment-damaged tumor microenvironment restrains therapeutic resistance. Oncogene 41 (45), 4941–4959. 10.1038/s41388-022-02476-7 36202915 PMC9630100

[B30] WuY.GaoW. N.XueY. N.ZhangL. C.ZhangJ. J.LuS. Y. (2018). SIRT3 aggravates metformin-induced energy stress and apoptosis in ovarian cancer cells. Exp. Cell Res. 367 (2), 137–149. 10.1016/j.yexcr.2018.03.030 29580688

[B31] XiongY.WangL.WangS.WangM.ZhaoJ.ZhangZ. (2018). SIRT3 deacetylates and promotes degradation of P53 in PTEN-Defective non-small cell lung cancer. J. Cancer Res. Clin. Oncol. 144 (2), 189–198. 10.1007/s00432-017-2537-9 29103158 PMC11813316

[B32] YinL.YuX. (2018). Arsenic-induced apoptosis in the p53-proficient and p53-deficient cells through differential modulation of NFkB pathway. Food Chem. Toxicol. 118, 849–860. 10.1016/j.fct.2018.06.053 29944914 PMC6689409

[B33] YingX.ZhengX.ZhangX.YinY.WangX. (2024). Kynurenine in IDO1(high) cancer cell-derived extracellular vesicles promotes angiogenesis by inducing endothelial mitophagy in ovarian cancer. J. Transl. Med. 22 (1), 267. 10.1186/s12967-024-05054-5 38468343 PMC10929174

[B34] ZengC.LiH.LiangW.ChenJ.ZhangY.ZhangH. (2024a). Loss of STARD13 contributes to aggressive phenotype transformation and poor prognosis in papillary thyroid carcinoma. Endocrine 83 (1), 127–141. 10.1007/s12020-023-03468-7 37541962

[B35] ZengC.ZhangY.LinC.LiangW.ChenJ.ChenY. (2024b). TFCP2L1, a potential differentiation regulator, predicts favorable prognosis and dampens thyroid cancer progression. J. Endocrinol. Invest 47, 2953–2968. 10.1007/s40618-024-02392-5 38753296

[B36] ZhangJ.YeJ.ZhuS.HanB.LiuB. (2024). Context-dependent role of SIRT3 in cancer. Trends Pharmacol. Sci. 45 (2), 173–190. 10.1016/j.tips.2023.12.005 38242748

[B37] ZhangQ.RenJ.WangF.PanM.CuiL.LiM. (2022). Mitochondrial and glucose metabolic dysfunctions in granulosa cells induce impaired oocytes of polycystic ovary syndrome through sirtuin 3. Free Radic. Biol. Med. 187, 1–16. 10.1016/j.freeradbiomed.2022.05.010 35594990

[B38] ZhaoD.SongY.ZhangY.LiB. (2019). Outcomes of fertility-sparing surgery in ovarian juvenile granulosa cell tumor. Int. J. Gynecol. Cancer 29 (4), 787–791. 10.1136/ijgc-2018-000083 30728165

[B39] ZhouL.PinhoR.GuY.RadakZ. (2022). The role of SIRT3 in exercise and aging. Cells 11 (16), 2596. 10.3390/cells11162596 36010672 PMC9406297

[B40] ZhouY.LiC.PengJ.XieL.MengL.LiQ. (2018). DNA-encoded dynamic chemical library and its applications in ligand discovery. J. Am. Chem. Soc. 140 (46), 15859–15867. 10.1021/jacs.8b09277 30412395

# Supplementary material for: Inhibition of SIRT3 by a specific inhibitor induces cellular senescence and growth arrest of ovarian granulosa cell tumor via p53 and NF-κB axis
**Source:** Front Pharmacol. 2025 Jul 24;16:1608156. doi: 10.3389/fphar.2025.1608156

Figure 3B p16

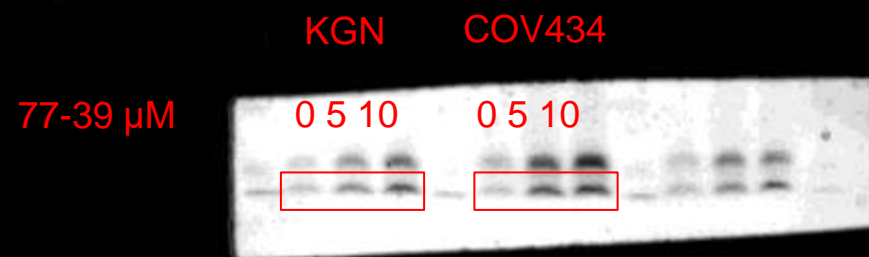

Figure 3B p18

77-39  $\mu$ M

KGN

0 5 10

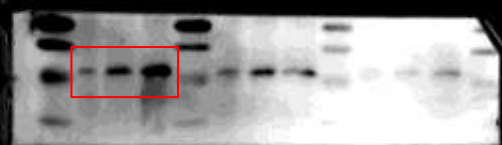

Figure 3B p18

COV434

77-39  $\mu$ M

0 5 10

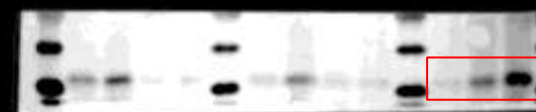

Figure 3B p21

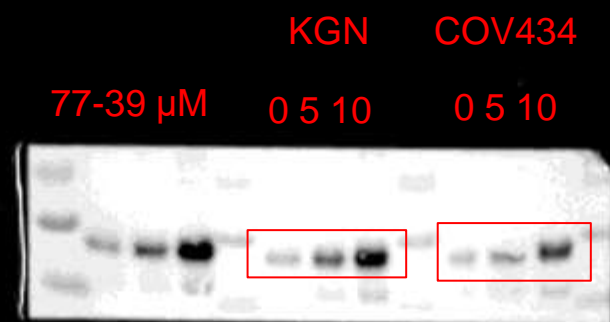

Figure 3B p53

KGN

77-39  $\mu$ M 0 5 10

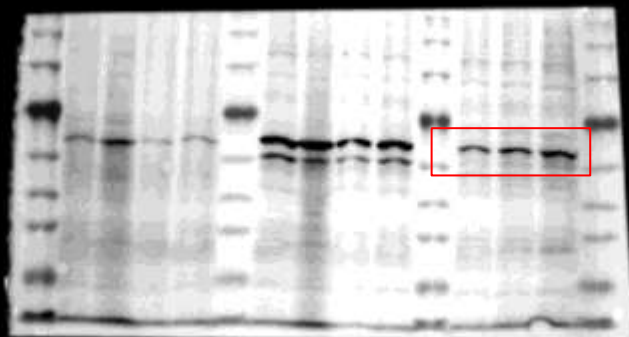

Figure 3B p53

COV434

77-39  $\mu$ M 0 5 10

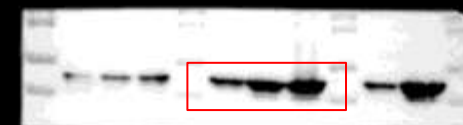

Figure 3B ac-p53

KGN

77-39  $\mu$ M 0 5 10

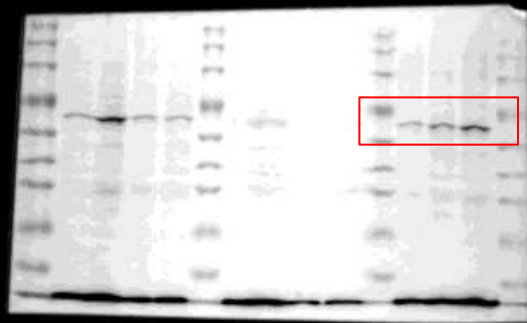

Figure 3B ac-p53

COV434

77-39  $\mu$ M 0 5 10

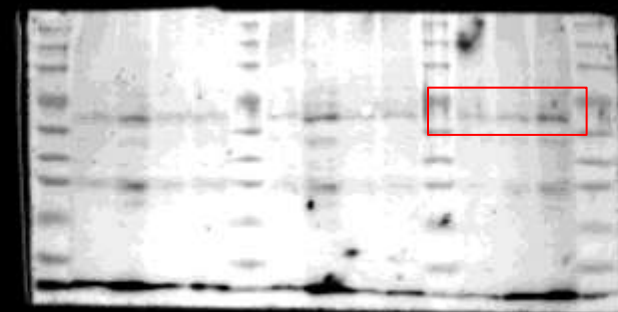

Figure 3B p-p65

KGN

77-39  $\mu$ M 0 5 10

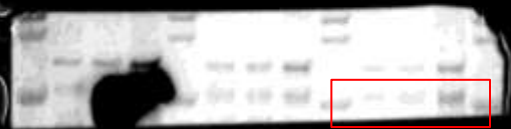

Figure 3B p-p65

COV434

77-39  $\mu$ M 0 5 10

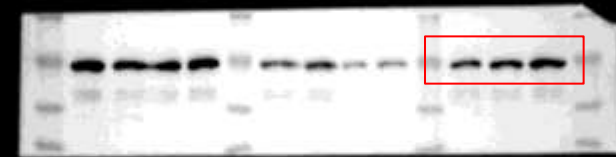

Figure 3B p65

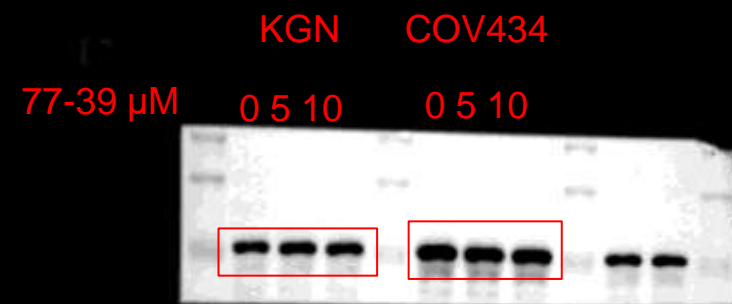

Figure 3B p-I $\kappa$ B $\alpha$

KGN

77-39  $\mu$ M    0 5 10

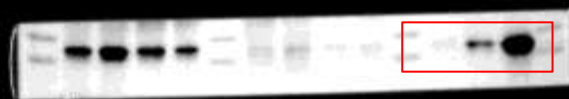

Figure 3B p-I $\kappa$ B $\alpha$

COV434

77-39  $\mu$ M    0 5 10

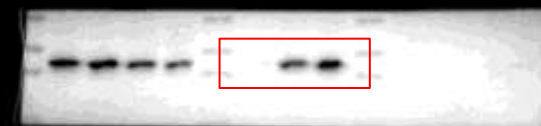

Figure 3B I $\kappa$ B $\alpha$

KGN  
77-39  $\mu$ M 0 5 10

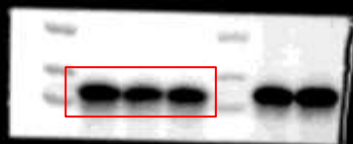

Figure 3B I $\kappa$ B $\alpha$

COV434  
77-39  $\mu$ M 0 5 10

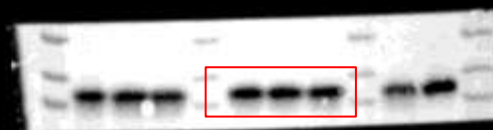

Figure 3B p-IKK $\alpha/\beta$

KGN  
77-39  $\mu$ M 0 5 10

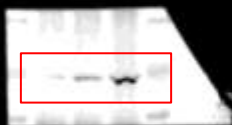

Figure 3B p-IKK $\alpha/\beta$

COV434  
77-39  $\mu$ M 0 5 10

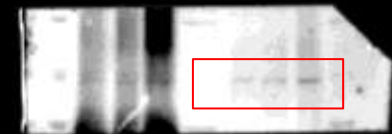

Figure 3B IKK $\alpha/\beta$

|               | KGN |   |    | COV434 |   |    |
|---------------|-----|---|----|--------|---|----|
| 77-39 $\mu$ M | 0   | 5 | 10 | 0      | 5 | 10 |

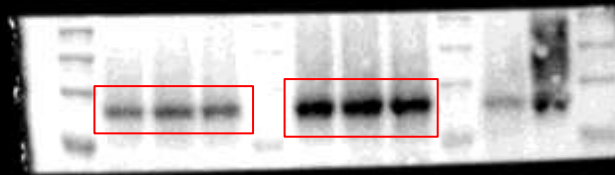

Figure 3B  $\beta$ -actin

77-39  $\mu$ M      KGN      COV434  
0 5 10      0 5 10      0 5 10

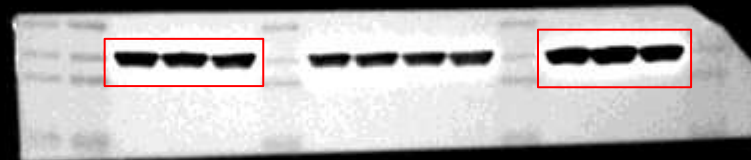

Figure 4A SIRT3

KG1 COV434

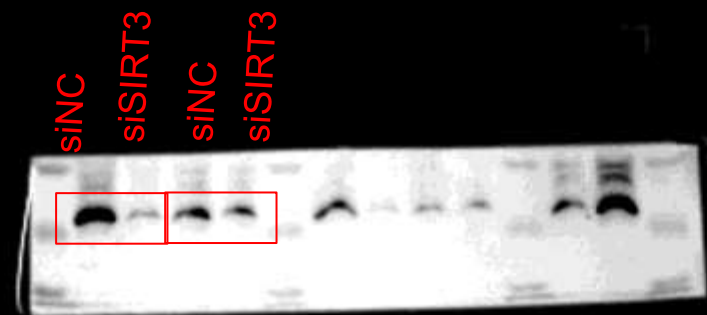

Figure 4A  $\beta$ -actin

KGN COV434

siNC siSIRT3  
siNC siSIRT3

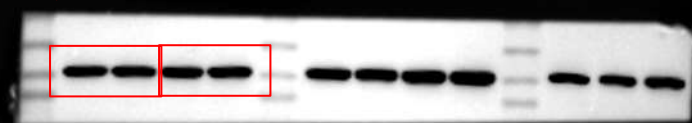

Figure 4D p16

KGN COV434

siNC siSIRT3 siNC siSIRT3

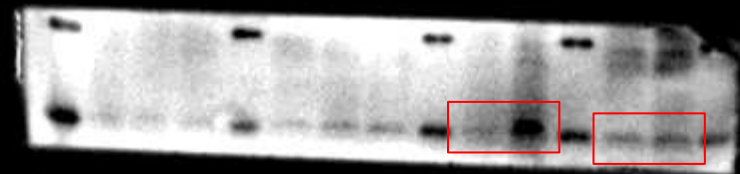

Figure 4D p18

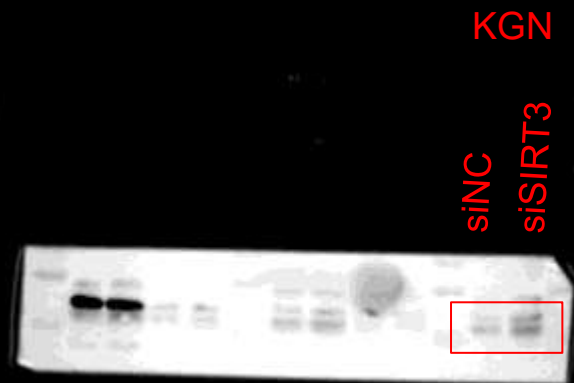

Figure 4D p18

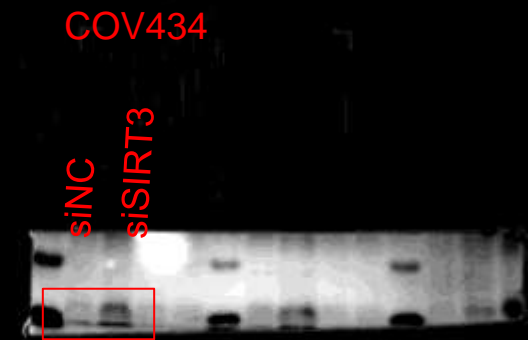

Figure 4D p21

KGN

siNC  
siSIRT3

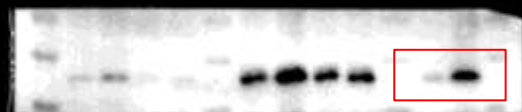

Figure 4D p21

COV434

siNC  
siSIRT3

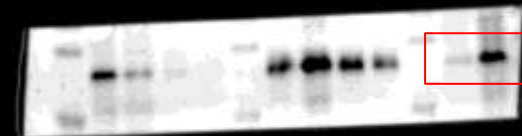

Figure 4D p53

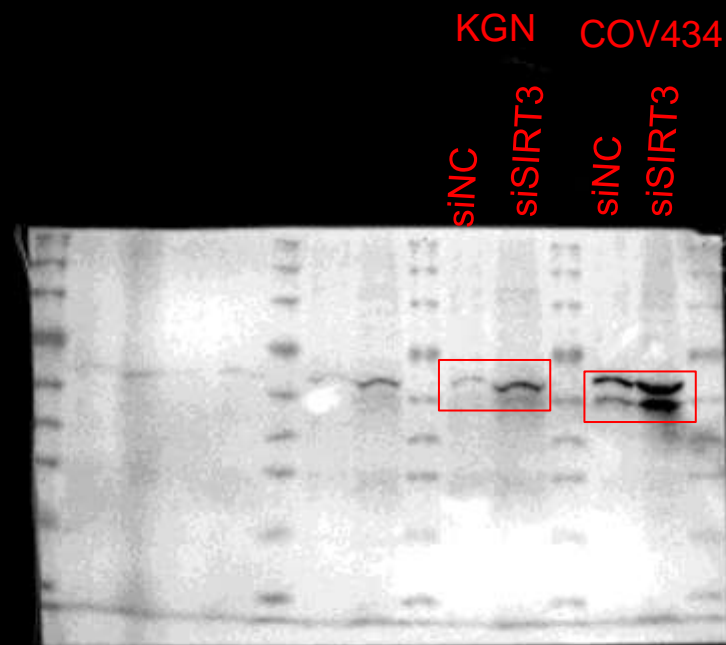

Figure 4D ac-p53

KGN

siNC  
siSIRT3

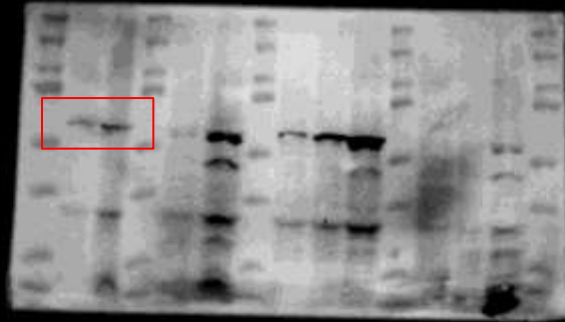

Figure 4D ac-p53

COV434

siNC  
siSIRT3

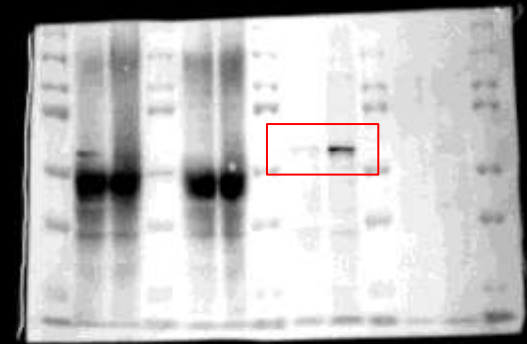

Figure 4D p-p65

KGN  
siNC  
siSIRT3

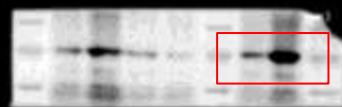

Figure 4D p-p65

COV434  
siNC  
siSIRT3

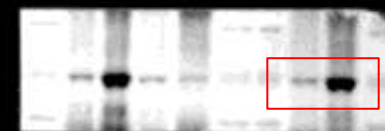

Figure 4D p65

KGN COV434

siNC siSIRT3 siNC siSIRT3

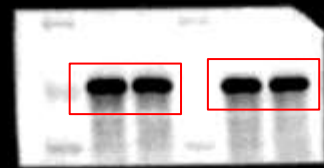

Figure 4D p-I $\kappa$ B $\alpha$

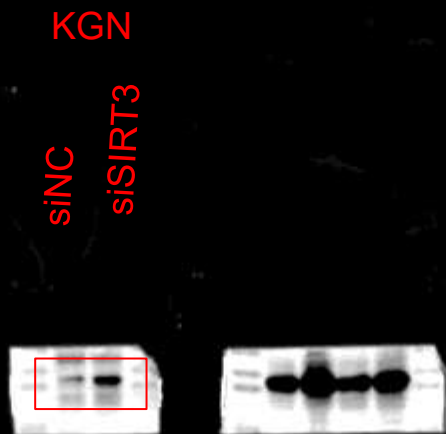

Figure 4D p-I $\kappa$ B $\alpha$

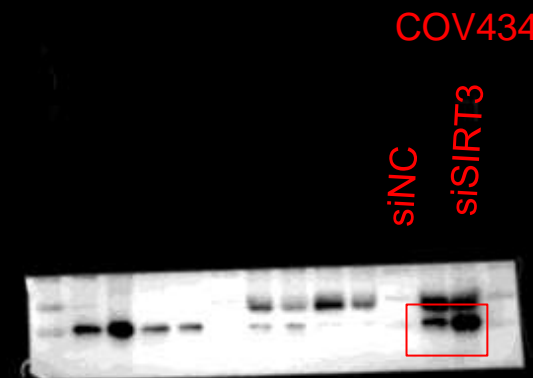

Figure 4D I $\kappa$ B $\alpha$

KGN COV434

siNC siSIRT3 siNC siSIRT3

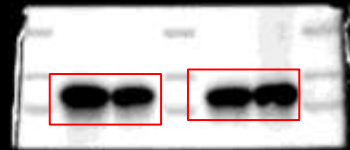

Figure 4D p-IKK $\alpha$ / $\beta$

KGn

siNC  
siSIRT3

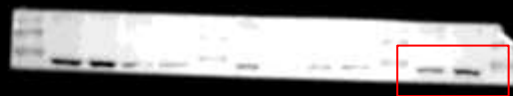

Figure 4D p-IKK $\alpha$ / $\beta$

COV434

siNC  
siSIRT3

Figure 4D IKK $\alpha/\beta$

KGN COV434

siNC siSIRT3 siNC siSIRT3

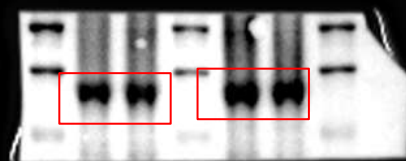

Figure 4D  $\beta$ -actin

KGN

siNC  
siSIRT3

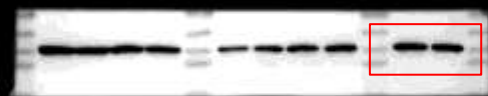

Figure 4D  $\beta$ -actin

COV434

siNC  
siSIRT3

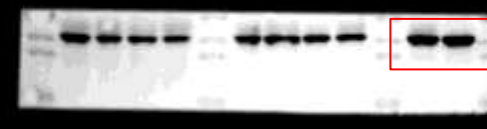

Figure 5A SIRT3

KGN

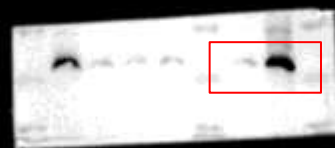

Figure 5A SIRT3

COV434

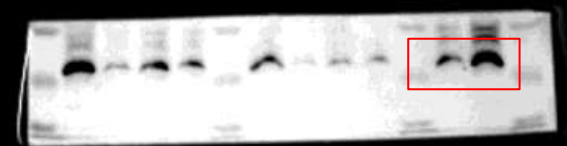

Figure 5A  $\beta$ -actin

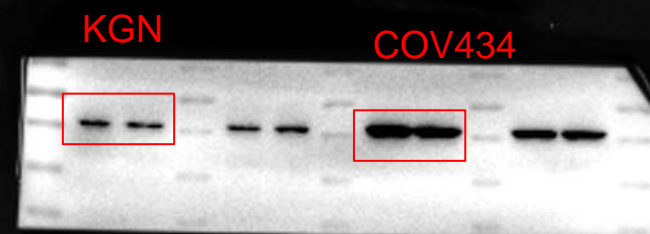

Tanon

Figure 5D p16

KGN

COV434

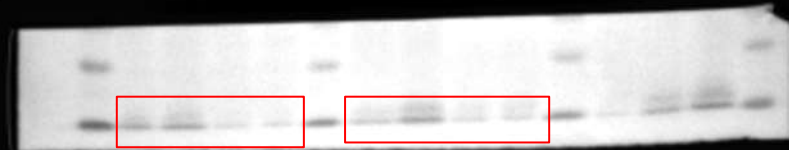

Figure 5D p18

KGN

COV434

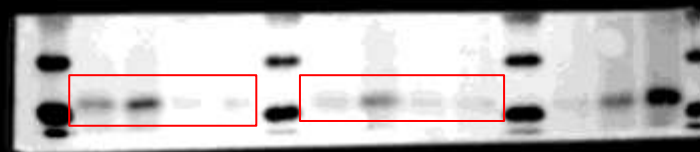

Figure 5D p21

KGN

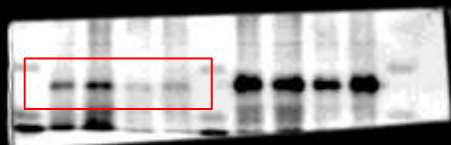

Figure 5D p21

COV434

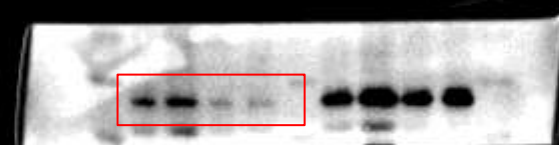

Figure 5D p53

KGN

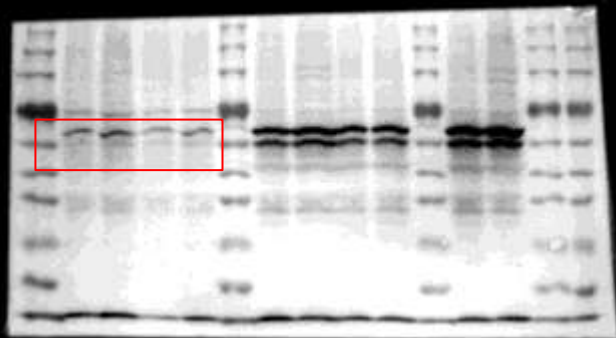

Figure 5D p53

COV434

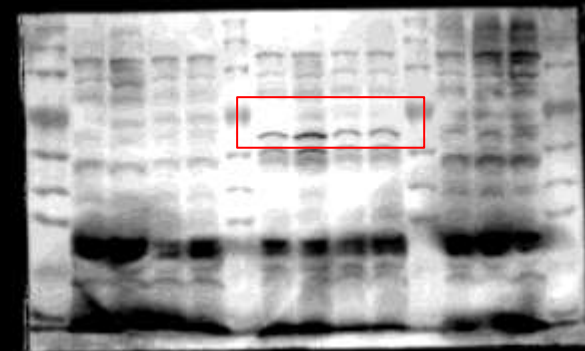

Figure 5D ac-p53

KGN

COV434

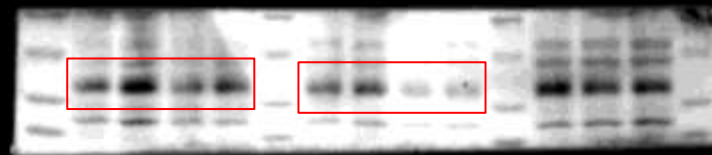

Figure 5D p-p65

KGN

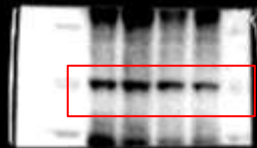

Figure 5D p-p65

COV434

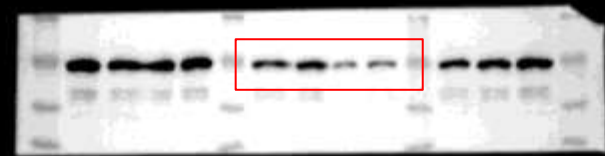

Figure 5D p65

KGN

COV434

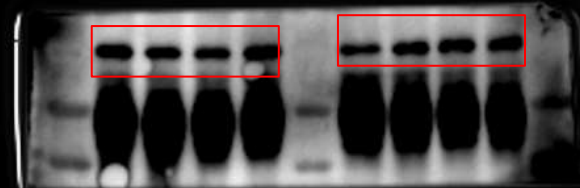

Figure 5D p-IkB $\alpha$

KGN

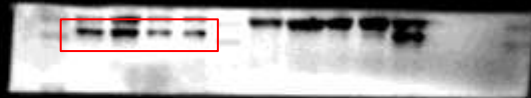

Figure 5D p-IkB $\alpha$

COV434

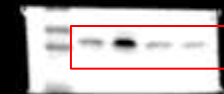

Figure 5D I $\kappa$ B $\alpha$

KGN

COV434

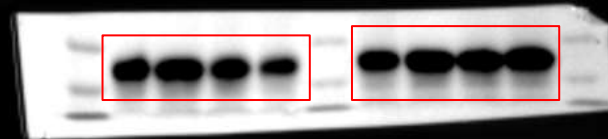

Figure 5D p-IKK $\alpha/\beta$

KGN

COV434

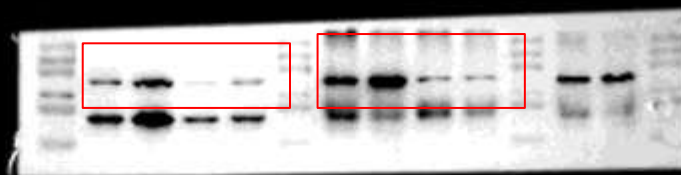

Figure 5D IKK $\alpha/\beta$

KGN

COV434

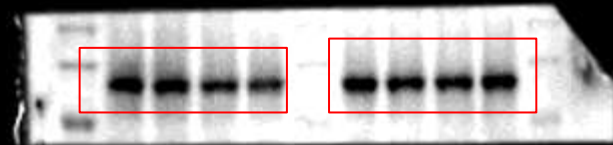

Figure 5D  $\beta$ -actin

KGN

COV434

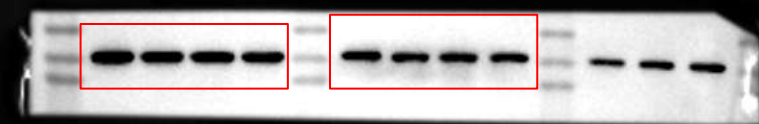

Figure 6A

KGN

COV434

Tanon

Figure 6D p16

KGN

COV434

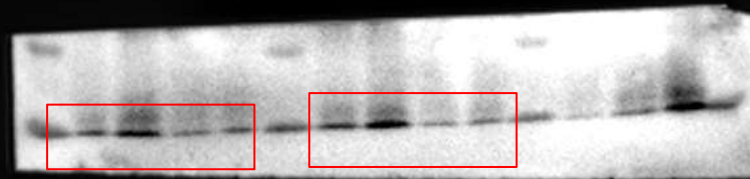

Figure 6D p18

KGN

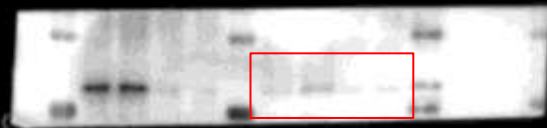

Figure 6D p18

COV434

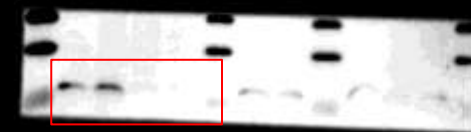

Tanon

Figure 6D p21

KGN

COV434

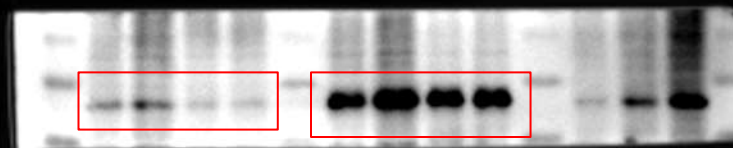

Figure 6D p53

KGN

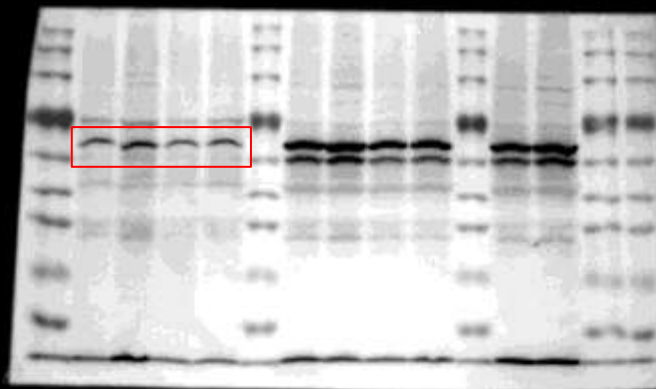

Figure 6D p53

COV434

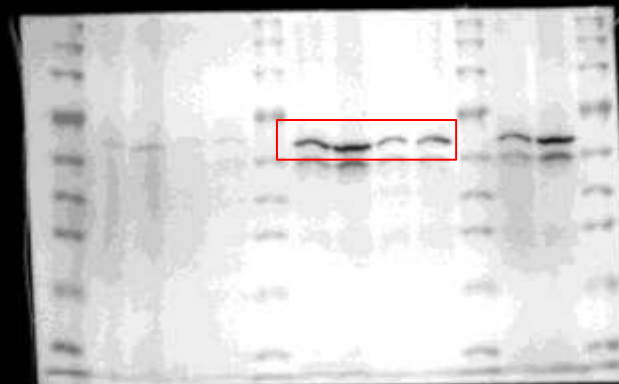

Figure 6D ac-p53

KGN

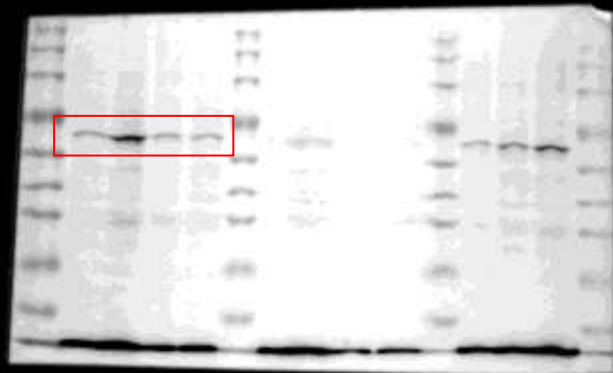

Figure 6D ac-p53

COV434

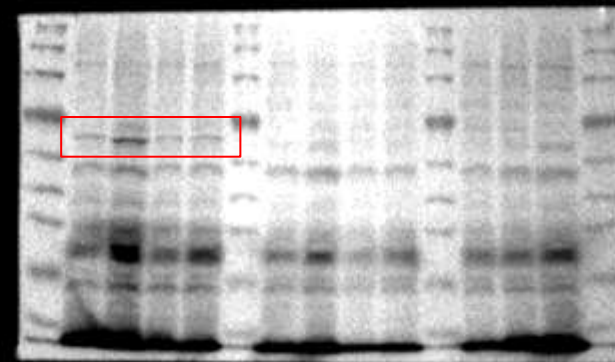

Figure 6D p-p65

KGN

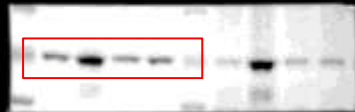

Figure 6D p-p65

COV434

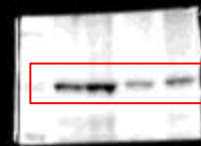

Tanon

Figure 6D p65

KGN

COV434

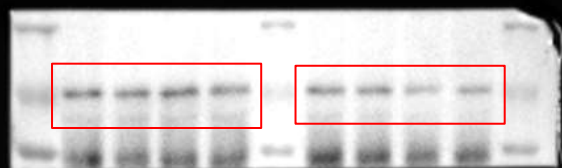

Figure 6D p-IkB $\alpha$

KGN

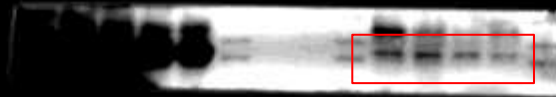

COV434

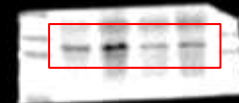

Figure 6D I $\kappa$ B $\alpha$

KGN

COV434

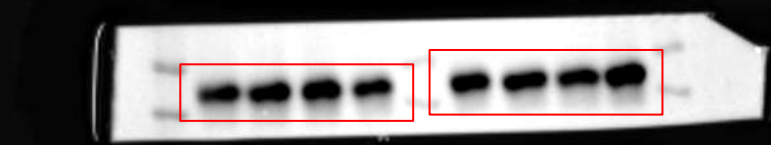

Figure 6D p-IKK $\alpha$ / $\beta$

KGN

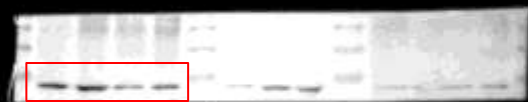

Figure 6D p-IKK $\alpha$ / $\beta$

COV434

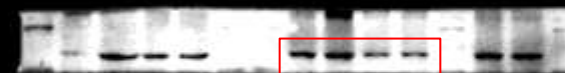

Figure 6D IKK $\alpha/\beta$

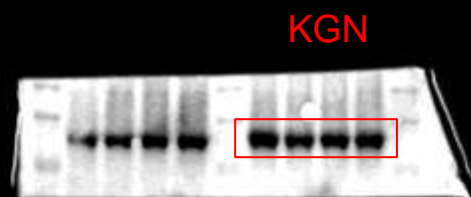

Figure 6D IKK $\alpha/\beta$

COV434

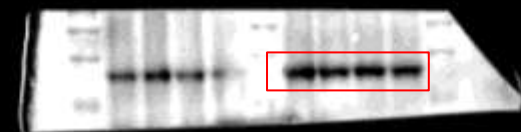

Figure 6D  $\beta$ -actin

KGN

COV434

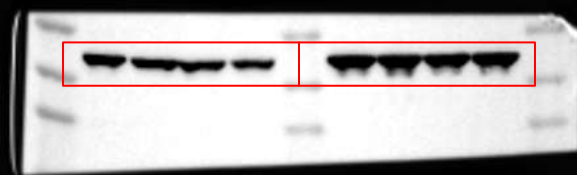

Tapen

Figure 7C p16

KGN

COV434

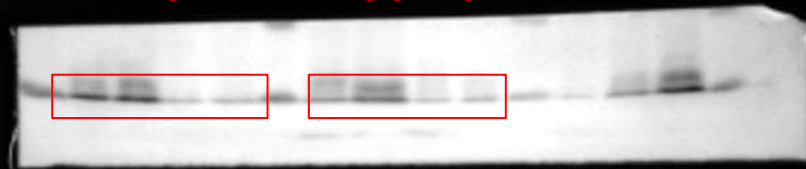

Figure 7C p18

KGN

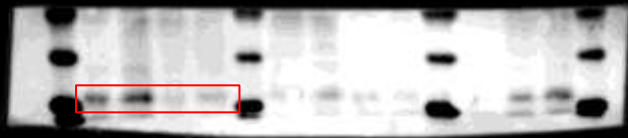

Figure 7C p18

COV434

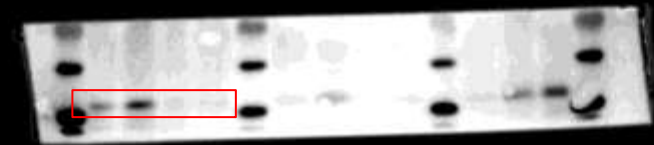

Figure 7C p21

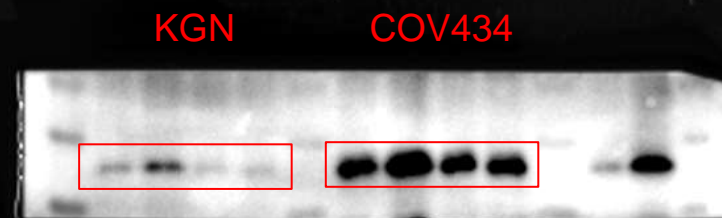

Figure 7C p-p65

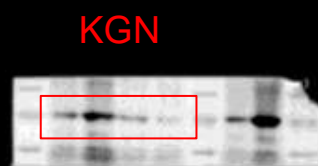

Figure 7C p-p65

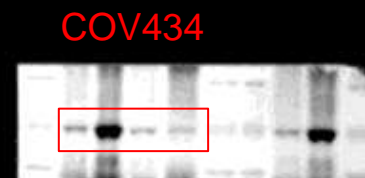

Figure 7C p65

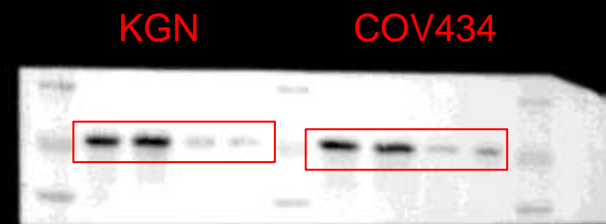

Figure 7C p-IkB $\alpha$

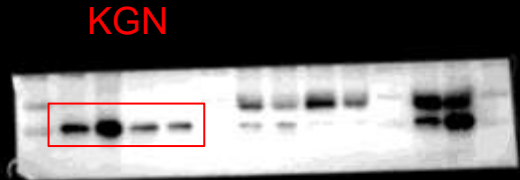

Figure 7C p-IkB $\alpha$

COV434

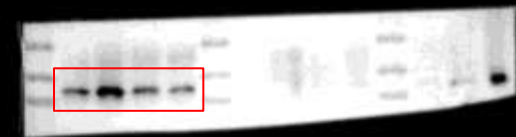

Figure 7C I $\kappa$ B $\alpha$

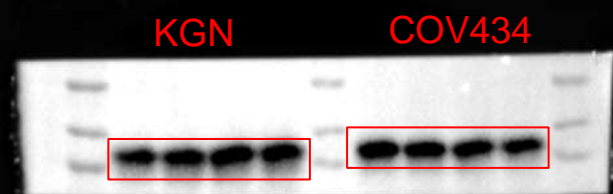

Tanon

Figure 7C p-IKK $\alpha$ / $\beta$

KGN

COV434

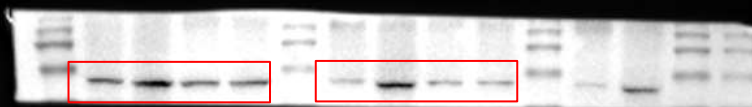

Tanon

Figure 7C IKK $\alpha/\beta$

KGN

COV434

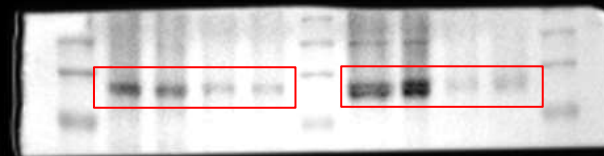

Figure 7C  $\beta$ -actin

KG

COV434

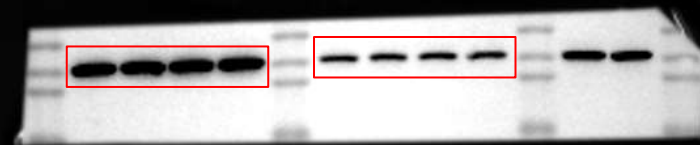

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

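RNA sequencing of KGN and COV434 cells with and without 77-39 was analysed in 12 libraries, 3 per cell line and treatment, with the condition of each taken from its label. The authors counted fragments on genes and deposited FPKM, which are normalized for gene length and library size. The coordinates of all 58735 genes in the table match release 29 of GENCODE on GRCh38. No library was identical to another, and 35981 genes were above 0 in at least 1 library. The reads behind the values were recovered from FPKM and gene length, with 32824 genes above 0 in any library labelled KGN and 27780 in any labelled COV434. Mitochondrially encoded genes took 7.3% to 8.81% of the recovered reads in the libraries labelled KGN and 7.71% to 13.51% in those labelled COV434, with the highest share in the treated library 1 of COV434. Between replicates, a chi-square test on the recovered reads of genes with at least 20 reads gave 2.36 to 8.36 per gene in KGN and 15.58 to 89.88 in COV434, where counting error alone gives 1.

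Each cell line was fitted alone with limma (lmFit, and eBayes with a trend) on log2(FPKM + 1), over genes with a mean FPKM of at least 1. Tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested. The DEG threshold was that of the legend of Figure 2, an unadjusted p-value under 0.05, and the number at an adjusted p-value under 0.05 is given beside it. The difference between the cell lines was tested as the interaction of cell line and treatment over all 12 libraries.

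Named genes are genes chosen beforehand from the paper's experiments and discussion (not all of those it mentions), MDM2, genes that mark the origin of the cell lines, and, in each cell line, up to 5 upregulated and 5 downregulated genes with the smallest p among those with an adjusted p-value under 0.05 and no overlap between treated and untreated libraries. The values of 1 of the genes chosen beforehand are not reported here. By chance, 10% of genes show no overlap between 3 and 3 libraries. Of MDM2 and the genes chosen from the paper, 9 of 21 tested in the libraries labelled KGN had an adjusted p-value under 0.05 when adjusted over the list alone, against 8 when adjusted over all genes. In COV434 these numbers were 1 and 0 of 25. The 12 gene lists were written out by hand. They cover p53 signaling, p53 targets, senescence, NF-κB targets, DNA replication, cell cycle, glycolysis, HIF-1 signaling, cholesterol synthesis, the integrated stress response, lysosome and mitochondrially encoded genes. Lists were tested among DEGs by two-sided Fisher's exact tests, and as ranked lists by the running-sum statistic of GSEA with weight 1, 10000 random lists and an SD of at least 0.2 of the mean. The 24 list tests were adjusted together. The functions camera, with a correlation of 0.01 or estimated, and fry of limma were run on the same lists. Random lists take genes as independent, which they are not.

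The lists, tests, most alternatives and the named genes other than those picked by the smallest p were chosen before the data were examined. These alternatives were a pseudocount of 0.1, a filter at 0.1 FPKM, no filter, median-ratio scaling, quantile normalization, 1 fit of all 12 libraries, the library number as a block, protein-coding genes only, and each library left out in turn. Voom of limma on the recovered reads, scaling by the recovered reads alone, and removal of the trend with GC content or gene length by lowess with a span of 0.3 were added after the data had been seen.

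The methods were tested on simulated data with the depth of each cell line, its median spread for all genes and 200 changed genes, in 20 datasets. Libraries were drawn independently, and each changed gene had a change of at least 2-fold, up or down. At an adjusted p-value under 0.05, 93.4% of changed genes were recovered in KGN and 83.4% in COV434, all with the right sign, and 4.9% and 8% of the calls were false. Smaller changes were not simulated, so these shares do not give the recovery of such changes. Of the false calls, 85.8% and 88% were genes with fewer than 50 reads. In a simulated ranked test of lists of 60 among 5000 genes, 100% of shifted lists and 2% of unshifted lists had a p under 0.05. The siRNA and primers were searched as exact sequences in the annotated transcripts of their genes. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Western blot, qPCR, staining and mouse experiments were not analysed here.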

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

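The tests of exchanged names, depth, spread and processing, of list genes varying together, of a cholesterol response shared by both lines, and of the number of DEGs without the GC trend were chosen only after the result was seen. Genes named here follow the rule in the processing summary, and cell lines are named by the library labels.

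The responses of the cell lines differed. In 472 genes the interaction term had an adjusted p-value under 0.05 in limma. Of 100 splits of the libraries, 4 gave as many, the real one included. The others of these gave more, 617, 1133 and 1041 genes. With 1 library left out, the number ranged from 126 without the treated library 1 of KGN to 975 without the treated library 1 of COV434, and it was 786 without the untreated library 1 of COV434. The difference in log2 fold change (KGN minus COV434) was 2.01 for HMOX1, 1.79 for ATF3, 1.21 for BEX2 and 1.40 for FAM129A. It was -0.76 for MCM5, -0.95 for MCM2, -0.90 for DLG3, -1.54 for H1F0, -0.62 for CDKN1A and -0.89 for ACTB. For genes led by COV434 it was 4.35 for CA9, 2.29 for ARNT2, 1.19 for A2M, 1.40 for NR4A1 and -1.2 for IFI44L. Their adjusted p-values ran from 6.92e-05 (CA9) to 0.0427 (MCM2). The difference of -1.38 for AP000251.1 rests on a gene listed at 0 in every library labelled COV434, and IFI44L had 1 read in the libraries labelled KGN, so these differences reflect in part that the gene was not detectable in the other line. CA9 fell in KGN as well, from 10, 7 and 13 reads to 0, 0 and 1 (adjusted p = 0.0203 at a filter of 0.1 FPKM), so its difference does not show a fall confined to COV434. At levels this low the pseudocount of 1 compresses a change, and this holds also for NR4A1 in KGN (0.389 and 0.402 FPKM) and DLG3 in COV434 (0.211 and 0.24 FPKM). Depth argues in the other direction, since the median reads of the libraries labelled KGN were 0.921 times those of COV434. The larger spread between the libraries labelled COV434 may account for part of the difference in the number of DEGs. The median SD within groups on the log2 scale was 0.229 there and 0.086 in KGN. With 1 spread shared by all 12 libraries the ratio of DEG totals, KGN over COV434, was 1.3. Such a fit overstates the spread of KGN and understates that of COV434. The ratio therefore falls by construction, and it does not tell how large that part is. Differences between the cell lines themselves remain open.

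Several lists also moved differently in the cell lines. The median difference was -0.46 for DNA replication, -0.18 for cell cycle, -0.17 for glycolysis, -0.23 for cholesterol synthesis, 0.46 for the integrated stress response and 0.26 for lysosome. The limma camera test of the difference gave adjusted p = 2.07e-08, 5.21e-05, 0.000694, 0.00346, 0.000528 and 2.04e-06, and each of these 6 calls held under fry of limma. For p53 signaling and p53 targets the 2 tests parted, with adjusted p = 0.129 and 0.12 in camera and adjusted p = 0.0261 and 0.0159 in fry, so a difference between the lines in these lists depends on the test.

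In the libraries labelled KGN, the leading genes outside those the paper discusses were HMOX1 (log2 fold change 2.62), BEX2 (2.09), ATF3 (1.55), IDH1 (1.36) and FAM129A (2.18), which were higher, and MCM5 (-1.15), MCM2 (-1.08), DLG3 (-0.87), AP000251.1 (-1.38) and H1F0 (-1.33), which were lower. In all 10, every treated library lay on one side of every untreated library, which the rule for naming them required, so it is no separate evidence. In this cell line, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and 1 of 10 gave as many genes with an adjusted p-value under 0.05. The other 9 splits gave 133 to 516 DEGs and 0 or 1 genes at the adjusted threshold, against 5743 and 4307 for the real one, and simulated libraries without any change gave at most 2 at that threshold. With 10 splits the share itself cannot fall below 0.1, so the share alone does not exclude chance. The log2 fold change followed GC content across genes (Spearman's rho -0.365), and the untreated and treated libraries lay on opposite sides of that trend. GC bias as the whole cause is argued against by 5307 DEGs after removal of the trend from each library, of which 4258 were among the 5743 before. The trend itself runs with treatment, so its part in the rest stays open.

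The integrated stress response list, which the paper does not discuss, had a normalized enrichment score of 2.17 in KGN, with 21 of 26 genes higher. Camera with the correlation estimated gave a p-value of 0.0829 for it, so genes that vary together cannot be told apart from a response, although fry gave an adjusted p of 0.000313. The lysosome list (score 2.41, 49 of 55 genes higher) had 0.0576 in the same test and the glycolysis list (-2.31, 26 of 34 lower) 0.102, with the same limit. Fry gave an adjusted p of 0.00139 for lysosome and 0.0042 for glycolysis. The DNA replication list (-2.79, 31 of 33 lower) and the cell cycle list (-2.85, 76 of 105 lower) stayed past the threshold there, at 0.0219 and 0.00946. After removal of the GC trend, the median log2 fold change of DNA replication was -0.57 and that of lysosome 0.28, so GC content is not the whole cause of either. A response of the cells to 77-39 is a candidate explanation for the DNA replication list, as a hypothesis found and tested on the same data. For cell cycle the GC trend was not tested as a cause, so the explanation stays open there, as it does for the stress response, lysosome and glycolysis lists.

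In the libraries labelled COV434, IFI44L was higher (log2 fold change 1.21) and CA9 (-4.74), ARNT2 (-2.0), A2M (-1.66) and NR4A1 (-1.38) were lower. Of these 5, CA9 alone kept its call under every alternative run. The treated libraries had 2, 2 and 16 reads on CA9, so its fold change near the floor depends on the pseudocount. The number of DEGs was matched by 3 of the 10 splits of the 6 libraries, the real one included. The other 2 gave 1532 and 1296 and each parted 1 same-numbered pair. Genes with an adjusted p-value under 0.05 were as many in 1 of 10 splits. With the library number as a block, the splits that part all 3 pairs gave 239, 137 and 969 DEGs against 1739 for the real one. These other splits exchange the treatment within 1 of the 3 pairs.

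The paper proposes that 77-39 activates p53 and reports p53 signaling among its enriched terms, but gives no ranked test of p53 targets. That list, which bears on the proposal, had a normalized enrichment score of 1.97 in COV434 (30 of 40 genes higher, adjusted p = 0.0024 over the list tests). Cholesterol synthesis, which the paper does not discuss, had 2.11 (24 of 25 higher, adjusted p = 0.0008). Both stayed past the threshold in camera with the correlation estimated, at 0.0104 and 0.0121. Without the GC trend, with the block, the median log2 fold change of the cholesterol list was 0.21. Whether KGN shares the cholesterol response depends on the test. The random-list p-value in KGN was 0.156, and the difference between the lines was past its threshold, which argues against an equal response, while fry gave an adjusted p of 0.000906 in KGN, upward. A response to 77-39 may account for both lists in COV434. Other technical causes were not tested for the p53 targets.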

How the results depend on the processing

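Voom, scaling by the recovered reads, and removal of the GC or length trend were tests chosen after the data had been seen. Over the comparisons, 170 values under alternatives kept direction and side of the threshold, 37 were weaker, 24 stronger and 5 reversed. Unless a cause is named, the cause of a change was not tested.

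For KGN, a fit of all 12 libraries gave 1420 upregulated, 1422 downregulated and 1015 genes with an adjusted p-value under 0.05, with a spread shared with the noisier COV434 libraries. Leaving out 1 library, the last number ran from 2751 (without the treated library 2) to 4128. With the library number as a block there were 2730 upregulated and 2545 downregulated genes and 3277 at the adjusted threshold.

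For COV434, the fit of all 12 libraries gave 988 upregulated and 1190 downregulated genes and 480 at the adjusted threshold. Its spread is shared with the quieter KGN libraries, so it understates that of COV434. The replicate block gave 826, 913 and 87, no filter 771, 849 and 1, and a filter at 0.1 FPKM 650 upregulated and 3 at the adjusted threshold. A pseudocount of 0.1 gave 3 there, protein-coding genes 37 and voom 33. With the block, removal of the GC trend gave 1135, 1068 and 216, and of the length trend 881, 878 and 134. With 1 library left out, downregulated genes ran from 304 (without the untreated library 3, and 342 without the treated library 2) to 669. Genes at the adjusted threshold ran from 1 to 7, with 7 without the treated library 1, 2 without the untreated library 2 and 1 without any of the others. Fewer libraries are part of this by construction.

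Genes with a different response in the cell lines ran from 126 to 975 with 1 library left out. Each KGN library left out gave 210 or fewer, and 234 and 249 were left without the untreated library 3 and the treated library 2 of COV434. A pseudocount of 0.1 gave 321 and the block 562.

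The p53 signaling list among the DEGs of COV434 held no gene at the adjusted threshold (odds ratio 0), where 5 genes in all passed it. Its odds ratio was 2.31 among upregulated and 1.79 among downregulated genes, neither past the threshold. Leaving out 1 library, it ran from 1.45 (without the treated library 1) to 2.17, and it lost the call without the untreated library 3 or any treated library. The block kept the call, with 19 of 65 genes.

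Among upregulated genes of KGN only, the odds ratio was 0.0998 for DNA replication, 0.411 for cell cycle and 0.309 for glycolysis, and among downregulated genes 0.208 for lysosome, since most genes of these lists moved the other way. HIF-1 signaling had 0.711 among upregulated genes, not past the threshold (two-sided Fisher's exact test, p = 0.314), and its DEGs there were 12 upregulated and 23 downregulated. In COV434, glycolysis and HIF-1 signaling had an odds ratio of 0 at the adjusted threshold. Lists near an odds ratio of 1 there changed side without a call. DNA replication had 1.06 with the block, 1.38 among downregulated genes and 0 to 1.18 with 1 library left out (1.18 without the treated library 2). Cell cycle had 1.15 at the filter of 0.1 FPKM, 1.25 among downregulated genes and 0.946 to 1.55 with 1 library left out (1.55 without the treated library 1). Lysosome had 1.41 at that filter, 1.30 with the block, 1.56 among upregulated genes and 0.33 to 1.34 with 1 library left out (1.34 without the untreated library 1).

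For ranked lists the values here are p-values. The p53 signaling list in KGN had 0.0252 under fry, 0.521 with all genes with a symbol and 0.771 with both cell lines pooled, the last 2 in the other direction. With 1 library left out it ran from 0.0413 (without the treated library 2) to 0.157. The senescence list in KGN ran from 0.387 to 0.639, and without the treated library 3 its direction was reversed at 0.581. The NF-κB target list in KGN kept its direction and lost its call under camera (0.114, and 0.215 with the correlation estimated), with all genes with a symbol (0.685), the moderated statistic (0.204), all 20 labelings (0.1, the smallest they can give) and both lines pooled (0.0894). It ran from 0.0468 to 0.0895 with 1 library left out, and lost the call without the untreated library 3, the treated library 2 or the treated library 3. In COV434, the same list had 0.672 and the other direction with all genes with a symbol, 0.0254 with the moderated statistic and 0.0187 (without the treated library 3) to 0.161 with 1 library left out. It was past the threshold also without the untreated library 2, at 0.0307.

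Of the other lists in COV434, lysosome changed direction under camera (0.963, and 0.981 with the correlation estimated), with all genes with a symbol (0.876) and with both lines pooled (0.0002). The pooled ranking includes the KGN libraries, where the lysosome list had a score of 2.41, so it does not speak for COV434 alone. With 1 library left out the lysosome list in COV434 ran from 0.45 to 0.981, reversed without the untreated library 3 or the treated library 1. The stress response list ran from 0.101 to 0.491, reversed without the treated library 3. Mitochondrially encoded genes ran from 0.0352 to 0.797, reversed without the treated library 1 and past the threshold without the treated library 3. The block in fry added calls in COV434 for DNA replication (0.0356) and glycolysis (0.0336) and removed that for cell cycle (0.141). Over the other lists 271 values were unchanged in direction and call, 43 weaker, 18 stronger and 30 reversed.

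Of the named genes past the adjusted threshold, none reversed, with 22 of 323 values weaker in KGN and 28 of 90 in COV434. The block moved CDKN1A in COV434 past the threshold (adjusted p = 0.0475, and 0.00133 in the fit of all 12 libraries, which understates the spread of COV434). With the block, removal of the GC trend moved IL6 in COV434 past it (0.0434). CHUK in KGN lost its call with the block (0.0977) and under several other alternatives. Among these, removal of the GC trend left a log2 fold change of 0.01 (adjusted p = 0.883). MDM2 in KGN lost its call in the fit of all 12 libraries (0.22), with no filter (0.058) and without the GC trend (0.0631). It also lost it without the untreated library 2 or 3 or the treated library 1 or 2. Genes that reversed had small log2 fold changes. Without the GC trend, KGN had 0.02 for SIRT3, 0.05 for CDKN2A, 0.01 for NFKBIA and 0.00 for SOD2. With 1 library left out, KGN had -0.17 to 0.01 for CDKN2A, -0.07 to 0.00 for NFKB1, -0.08 to 0.00 for FOXO3, -0.05 to 0.03 for FOXO1 and -0.11 to 0.03 for SIRT1. COV434 had -0.07 to 0.21 for MDM2, -0.30 to 0.28 for CXCL2, -0.30 to 0.22 for NFKBIA, -0.09 to 0.12 for CHUK, -0.29 to 0.03 for CCNE2 and -0.08 to 0.23 for ATF4. CXCL2 also had 0.00 at a pseudocount of 0.1, -0.02 without the GC trend and -0.01 without the length trend, and under quantile normalization ATF4 had -0.03 and ACTB -0.25.

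The depth limits genes with few reads, since most false calls of the simulations were genes with fewer than 50 reads.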

Differences from the paper's values

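The alternatives named here were set before the data were examined, except voom, scaling by the recovered reads and removal of the GC or length trend, which were chosen after the values had been seen.

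The paper gives 2898 upregulated and 3067 downregulated genes in COV434 cells, and the libraries labelled COV434 gave 424 and 541. For KGN cells the paper gives 633 and 640, and the libraries labelled KGN gave 3007 and 2736. None of the alternatives, those added later included, closed any of these 4 gaps. The closest were 1135 upregulated genes for COV434 without the GC trend and with the block, chosen after seeing the values, and 1190 downregulated genes for COV434 and 1420 and 1422 for KGN in the fit of all 12 libraries.

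For the senescence set, the paper's normalized enrichment score is about -1.2 in Fig. 3A, read by eye, with genes ranked from untreated to treated, so a negative score means higher in treated cells. The list used here is hand-written. In that direction its score was -0.90 in KGN and -1.15 in COV434. With the moderated limma statistic it was -1.24 in KGN, which closed the gap, and the other alternatives left a gap there. In COV434 the gap is no larger than a value read by eye to 1 decimal can resolve, so no difference is claimed. All genes with a symbol (-1.19) and leaving out the untreated library 2 (-1.19) or 3 (-1.16) brought the score to the paper's after rounding, and the other alternatives did not.

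For the NF-κB target set, the paper's score is about -1.4 in Fig. 3A, read by eye, in the same direction. A hand-written list with other genes than the published set had 1.52 in KGN and 1.35 in COV434 in that direction. In COV434, all genes with a symbol gave -0.88, with the sign of the paper and not past the threshold, and no alternative closed either gap.

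The paper states that both sets were enriched in treated cells. Here the senescence list was not past the threshold in either cell line in the random-list test (permutation p = 0.652 and p = 0.272), nor in any of its alternatives. The NF-κB target list had a score toward untreated cells in both lines, not past the threshold of 0.05 after adjustment in the random-list test (adjusted p = 0.0768 in KGN and 0.12 in COV434). The paper's GSEA used a looser FDR limit together with a nominal p-value under 0.05. With the adjusted p taken as the FDR, KGN would pass both limits, toward untreated cells (random-list permutation p = 0.039). COV434 would not (random-list permutation p = 0.0803). Under fry the list was past the threshold of 0.05 in KGN (adjusted p = 0.0236), also toward untreated cells, and not in COV434 (adjusted p = 0.116). In KGN, 6 of its genes were higher and 14 lower, and in COV434 14 were higher and 16 lower. The paper's order of the cell lines, with more DEGs in COV434, was the opposite of that in the labelled libraries, where the ratio of DEG totals, KGN over COV434, was at least 1.3 in each alternative that kept every library. The paper states that RNA of IL6, IL1B and CXCL2, by qPCR, and p21 protein rose with 77-39. In the libraries labelled KGN, IL6 and CXCL2 were listed at 0 throughout and IL1B had 12 reads. CDKN1A had a log2 fold change of 0.05 there (limma adjusted p = 0.499). In COV434, CXCL2 had a log2 fold change of 0.01, and IL1B 0.56 at the filter of 0.1 FPKM (limma adjusted p = 0.362). RNA of IL6 and of CDKN1A, which encodes p21, was not past the adjusted threshold in COV434 (adjusted p = 0.523 and 0.17). CDKN1A in COV434 passed it with the block (0.0475) and in the fit of all 12 libraries (0.00133), which understates the spread of COV434. With the block and removal of the GC trend, chosen after seeing the values, IL6 (0.0434) and CDKN1A (0.0364) passed it, and with removal of the length trend, also chosen afterwards, CDKN1A did (0.0381).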

Other observations

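The tests of exchanged names, of the depth, spread and processing behind the order of the cell lines, and of same-numbered libraries handled together were chosen only after the result was seen. The tests of GAPDH and of the depth of the libraries numbered 1 were set beforehand.

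The libraries labelled KGN gave 1.04 and 0.892 times the paper's numbers of up- and downregulated genes in COV434 cells, and those labelled COV434 gave 0.67 and 0.845 times its numbers for KGN cells. With the names as they stand the ratios were 4.75 and 4.28 for KGN, and 0.146 and 0.176 for COV434. An exchange of names between the libraries and the text is a candidate explanation. The paper describes KGN as adult-type and ties a FOXL2 mutation to that type, and the mean FPKM of FOXL2 was 12.9 in the libraries labelled COV434, against 2 reads in those labelled KGN. SMARCA2 had 13 reads in the 6 libraries labelled KGN and 9860 in those labelled COV434. No choice of filter, scaling or fit that kept every library gave fewer DEGs for KGN (lowest ratio 1.3). The terms of Figure 2B point the other way. Among DEGs of the libraries labelled KGN, lists for terms of the panel titled KGN had odds ratios of 6.75 (DNA replication), 2.42 (cell cycle) and 3.53 (lysosome), against 0.744, 0.913 and 0.887 in COV434. Lists for terms of the panel titled COV434 had 7.21 (glycolysis) and 3.18 (HIF-1 signaling) in the libraries labelled COV434, against 2.52 and 1.36 in KGN. The HIF-1 value in KGN depends on the setting, and was 2.36 at a filter of 0.1 FPKM, against 3.41 in COV434. So the panel titles go with the labels by the size of the odds ratios, for the terms of the COV434 panel by size alone. The numbers of DEGs do not go with the labels, and the data do not say which names are exchanged.

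GAPDH, the reference gene of the qPCR experiments, changed from 618.7 ± 53.8 to 336.5 ± 22.4 FPKM (SD, n = 3) in the libraries labelled KGN, and its log2 fold change was -0.87 (limma adjusted p = 0.000779). It was -0.87 when the libraries were scaled by their recovered reads alone and -0.78 without the GC trend, and reads on 62 GAPDH pseudogenes came to 0.382% of those on GAPDH in treated libraries. None of these 3 accounts for the whole fall. For COV434 the log2 fold change was -0.37 (adjusted p = 0.721), and the difference between the lines was not past the threshold (interaction, adjusted p = 0.155). ACTB had -0.78 in KGN (adjusted p = 0.000977) and 0.11 in COV434 (adjusted p = 0.974). A fall of glycolysis genes with treatment may include GAPDH, which was not tested separately.

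Same-numbered treated and untreated libraries labelled COV434 deviated together, with a lowest correlation across genes of 0.166, and those labelled KGN did not (-0.016, -0.018 and -0.019). Handling of same-numbered libraries together is a candidate explanation that the labels give no means to test. The reads of the libraries numbered 1 were 0.961 times those of the others, which argues against depth for that pair. Depth was not tested for the other pairs.

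IL6 and CXCL2 were listed at 0 in all 6 libraries labelled KGN, and IL1B had 12 reads there. For COV434, IL6 had 1.74 ± 0.777 FPKM without and 3.46 ± 1.1 FPKM with 77-39 (SD, n = 3, limma adjusted p = 0.523, and 0.0978 with the block). It passed the threshold with the block and without the GC trend (log2 fold change 0.75, adjusted p = 0.0434), an alternative chosen after the data had been seen, and the adjusted p of IL6 over all alternatives ran from there to 1. IL1B had 0.525 ± 0.129 and 1.26 ± 0.19 FPKM (SD, n = 3), with a limma p of 0.00468 and an adjusted p of 0.362 at the filter of 0.1 FPKM. CXCL2 had 2.04 ± 1.0 and 2.12 ± 1.29 FPKM (SD, n = 3). CDKN2C, which encodes p18, had a log2 fold change of -0.57 in KGN (adjusted p = 0.000834) and -0.15 in COV434 (adjusted p = 0.899). For CDKN2A, which encodes p16, these were -0.07 (adjusted p = 0.585) and 0.22 (adjusted p = 0.888). MKI67 had -0.78 in KGN (adjusted p = 0.000566) and -0.28 in COV434 (adjusted p = 0.902), with no difference past the threshold between the lines (interaction, adjusted p = 0.45). SLC7A11 had 0.89 in KGN (adjusted p = 0.00022).

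The remaining ranked lists had these normalized enrichment scores. In KGN, p53 signaling had -1.34 (adjusted p = 0.112), p53 targets 1.46 (adjusted p = 0.0768), cell cycle -2.85 (adjusted p = 0.00048), HIF-1 signaling -1.42 (adjusted p = 0.0768), cholesterol synthesis 1.28 (adjusted p = 0.197) and mitochondrially encoded genes 1.35 (adjusted p = 0.189). The call for p53 targets in KGN depends on the test, since fry put it past the threshold, upward (adjusted p = 0.0102, and an unadjusted 0.0346 with the block), and camera with the correlation estimated did not (0.142). In COV434, p53 signaling had 1.25 (adjusted p = 0.197), DNA replication -1.41 (adjusted p = 0.0938), cell cycle -1.52 (adjusted p = 0.012), glycolysis -1.44 (adjusted p = 0.0768), HIF-1 signaling -1.67 (adjusted p = 0.0084), the integrated stress response 1.11 (adjusted p = 0.363), lysosome -0.67 (adjusted p = 0.961) and mitochondrially encoded genes 1.19 (adjusted p = 0.311). The calls for HIF-1 signaling, cell cycle and DNA replication in COV434 depend on the test. For DNA replication the unadjusted random-list p was 0.0547, and 0.0271 with the moderated statistic. It was past the threshold without the untreated library 1 (0.0021) or the treated library 2 (0.0239) or 3 (0.0179). It was not without the untreated library 2 (0.0647) or 3 (0.101) or the treated library 1 (0.194). HIF-1 signaling was not past the threshold in camera with the correlation estimated (0.336), fry (0.0533, and 0.0633 with the block) or with all genes with a symbol (0.085). Cell cycle was not past it in camera with the correlation estimated (0.0801), fry with the block (0.141) or fry after adjustment (0.0914), nor without the untreated library 2 (0.171).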
